# DNA variation and brain region-specific expression profiles exhibit different relationships between inbred mouse strains: implications for eQTL mapping studies

**DOI:** 10.1186/gb-2007-8-2-r25

**Published:** 2007-02-26

**Authors:** Iiris Hovatta, Matthew A Zapala, Ron S Broide, Eric E Schadt, Ondrej Libiger, Nicholas J Schork, David J Lockhart, Carrolee Barlow

## Abstract

**Background:**

Expression quantitative trait locus (eQTL) mapping is used to find loci that are responsible for the transcriptional activity of a particular gene. In recent eQTL studies, expression profiles were derived from either homogenized whole brain or collections of large brain regions. However, the brain is a very heterogeneous organ, and expression profiles of different brain regions vary significantly. Because of the importance and potential power of eQTL studies in identifying regulatory networks, we analyzed gene expression patterns in different brain regions from multiple inbred mouse strains and investigated the implications for the design and analysis of eQTL studies.

**Results:**

Gene expression profiles of five brain regions in six inbred mouse strains were studied. Few genes exhibited a significant strain-specific expression pattern, whereas a large number of genes exhibited brain region-specific patterns. We constructed phylogenetic trees based on the expression relationships between the strains and compared them with a DNA-level relationship tree. The trees based on the expression of strain-specific genes were constant across brain regions and mirrored DNA-level variation. However, the trees based on region-specific genes exhibited a different set of strain relationships, depending on the brain region. An eQTL analysis showed enrichment of *cis*-acting regulators among strain-specific genes, whereas brain region-specific genes appear to be mainly regulated by *trans*-acting elements.

**Conclusion:**

Our results suggest that many regulatory networks are highly brain region specific and indicate the importance of conducting eQTL mapping studies using data from brain regions or tissues that are physiologically and phenotypically relevant to the trait of interest.

## Abstract 2

Gene expression profiles of five brain regions from six inbred mouse strains suggest that many regulatory networks are highly specific to particular brain regions.

## Background

Recent genome sequencing efforts have catalogued DNA-level variation between different species, strains, and individuals. In addition, gene expression profiling data indicate that there is considerable variation in expression patterns between strains of inbred mice and individual humans, and several recent articles have studied some of the underlying regulatory mechanisms responsible for this variation [1-5]. The expression studies are based on mapping of so-called 'expression quantitative trait loci' (eQTL), in which gene expression profiles are treated as quantitative traits, and genome-wide association and linkage mapping are performed to localize regulatory elements that affect the expression of the corresponding differentially expressed genes. The underlying logic is that if a regulatory element coincides with the known location of the differentially expressed gene, then it most likely represents a *cis*-acting regulatory element, whereas a regulatory element identified at a different location most likely represents a *trans*-acting regulatory element. However, the relationship between DNA sequence differences and gene expression levels on a genomic scale, and how these two types of variation influence the activities of genes across different tissues has not been studied in detail.

We believe that inbred mouse strains offer an excellent model to study the relationship between DNA-level variation and variation in gene expression patterns, because the genealogy and DNA-level variation across different strains are well known. We investigated whether inbred strains that are closely related have gene expression profiles that on average resemble each other more than strains that are distantly related. In addition, we were interested in localizing regulatory elements of genes with either strain- or brain region-specific expression patterns by eQTL analyses.

## Results

We considered how global DNA-level variation correlates with gene expression pattern variation across five brain regions in six inbred mouse strains. The genealogy of these strains is well known [6], and single nucleotide polymorphism (SNP) data are publicly available [7,8]. We constructed a DNA-level phylogenetic tree based on genetic similarity across 12,473 SNPs [8] (Figure 1a). 

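C3H/HeJ and DBA/2J were the closest of the 6 strains, with different alleles at 20.5% of the SNPs, followed by A/J and C3H/HeJ at 21.6% and A/J and FVB/NJ at 23.5%. In the average-linkage tree the pair of C3H/HeJ and DBA/2J and the pair of A/J and FVB/NJ joined each other at 27.4%, 129S6/SvEvTac joined them at 32.1% and C57BL/6J joined last, at 43.8%. The most distant pair was C3H/HeJ and C57BL/6J, at 49.8%, and the strain closest to C57BL/6J was FVB/NJ, at 36.1%. Between 129S6/SvEvTac and A/J, the strains set side by side in Figure 2, the alleles differed at 31.5% of the SNPs. Each distance is the percentage of SNPs at which the genotypes of Additional data file 4 differ, over the SNPs read in both strains; 0.226% of the genotypes are missing. The genotypes of the 129 strain are those of 129S1/SvImJ and stand for 129S6/SvEvTac, and each strain has a single set of genotypes, so these distances have no replicate error.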

The derived relationships correlate well with the known genealogies of the strains and previously published DNA variation-based relationships [9,10].

### Indentification of genes with strain-specific or brain region-specific expression

We carefully dissected five different brain regions (bed nucleus of the stria terminalis [bnst], hippocampus, hypothalamus, periaqueductal gray [pag], and pituitary gland) from six commonly used inbred mouse strains (129S6/SvEvTac, A/J, C3H/HeJ, C57BL/6J, DBA/2J, and FVB/NJ). 

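The deposited data hold 61 arrays from 30 groups of strain and brain region. The bnst of C3H/HeJ has 3 arrays and each of the other 29 groups has 2, which gives 13 arrays of the bnst and 12 of each other region, and 11 arrays of C3H/HeJ and 10 of each other strain. The mice were 8 weeks old at dissection. By the sample labels, an array of the bnst holds tissue of 2 or 3 mice, one of the pituitary gland tissue of 5, one of the hypothalamus or the pag tissue of 1 or 2, and one of the hippocampus tissue of 1. The authors made the values in the TeraGenomics system as scaled expression signals of each probe set, on a linear scale; a signal is a background-corrected intensity, and 5.36% of the values lie below 0. Means per array lay between 180.5 and 200.5. Medians per array were 42.6 to 59.6 in the bnst, 44.5 to 60.1 in the hippocampus, 47.0 to 60.7 in the hypothalamus, 45.5 to 65.0 in the pag and 48.2 to 67.1 in the pituitary gland. The Pearson correlation between replicates of a group ranged from 0.937 to 0.988, with a median of 0.979. The 64 control probe sets were left out, which leaves the 45037 probe sets of the paper, and the paper's regression was fitted to the signals as deposited. For the genes named in the text, limma was fitted to log2 of the signal after values under 12.8, the 20th percentile of all values, had been raised to it; 972 probe sets at that floor on every array were left out, and 44065 were tested. The adjusted p values of limma are Benjamini-Hochberg adjusted over these probe sets within a comparison. Of the probe sets, 34945 name 1 gene, 932 name several and 9160 name none here, and only those with 1 gene are named. With 2 arrays in most groups the spread is estimated over all 30 groups together, with 31 residual degrees of freedom, and the number of arrays limits the precision.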

Replicate gene expression patterns were measured using the Affymetrix mouse genome 430 2.0 arrays, which contain 45,037 probe sets and cover a significant portion of the mouse transcriptome. Next, we performed a multiple regression formulation of an analysis of variance (ANOVA) using the different mouse strains and brain regions, as well as their interactions, as the independent variables, and using gene expression signal as the dependent variable to identify genes that exhibited either strain-specific or region-specific effects. We chose to use a regression model because of the fact that we had an imbalance (61 observations) in our design.

A total of 2,235 probe sets (5.0%) exhibited a significant strain-specific effect (*P *< 0.01; the strain effect was more significant than the brain region effect; false discovery rate q value < 0.004). 

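By the p of camera, C57BL/6J stood apart most clearly among genes with known DNA variants between inbred strains, although more of them were called in FVB/NJ. Of 14 such genes measured, 7 were lower in C57BL/6J than in the mean of the other 5 strains, 1 was higher and 6 did not pass limma's test (7 lower and 1 higher when adjusted over the list alone; camera, adjusted p = 8.71e-07, and adjusted p = 0.0021 with an estimated correlation). Alad, which encodes an enzyme of heme synthesis, had a signal of 132 ± 24.7 (SD, n = 10 arrays) in C57BL/6J and 389 ± 103 (n = 51) in the other strains, a log2 difference of -1.53 (standard error 0.047, adjusted p = 3.51e-24, limma). Gabra2, a subunit of the GABA-A receptor, differed by -1.44 (standard error 0.091, adjusted p = 7.47e-15, limma), and Nnt, the mitochondrial transhydrogenase, by -0.83 (standard error 0.049, adjusted p = 8.27e-16, limma). The histocompatibility gene H2-K1 was the member that was higher in C57BL/6J, by 1.22 (standard error 0.073, adjusted p = 1.35e-15, limma). In A/J, 7 of the 14 genes were higher and 1 was lower (8 and 1 when adjusted over the list alone; camera, adjusted p = 0.00453, and adjusted p = 0.0629 with an estimated correlation). Glo1, which encodes the detoxifying enzyme glyoxalase 1, had a signal of 1861 ± 184 (SD, n = 10) in A/J and 1178 ± 385 (n = 51) elsewhere, a log2 difference of 0.75 (standard error 0.028, adjusted p = 1.82e-21, limma). The list as a whole was higher in DBA/2J (6 higher and 1 lower, or 6 and 2 over the list alone; camera, adjusted p = 0.00231, and adjusted p = 0.0449 with an estimated correlation), in FVB/NJ (7 and 2, or 7 and 3 over the list alone; camera, adjusted p = 0.00461, and adjusted p = 0.0629 with an estimated correlation) and in 129S6/SvEvTac (5 and 1, or 6 and 1 over the list alone; camera, adjusted p = 0.00878, and adjusted p = 0.0897 with an estimated correlation). For A/J, DBA/2J, FVB/NJ and 129S6/SvEvTac the mean of the other strains includes the low C57BL/6J, which by itself raises the list. The higher values in these strains are therefore not separate from the lower ones in C57BL/6J. Without the paper's filter on Present calls, and with p values of the F distribution, 3997 of the 45037 probe sets (8.87%) were strain-specific. They had a strain p under 0.01 that was smaller than the region p. A strain p under 0.01 alone was reached by 15496 probe sets (34.4%), at a Benjamini-Hochberg q of 0.0291. Of the 2235 probe sets that Additional data file 5 lists as strain-specific, 2221 were strain-specific here, 12 were region-specific and 2 were neither.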

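Among the genes with the largest differences of a strain from the mean of the other 5, in 1 direction in all 5 regions, several were near background in one group of strains and well above it in the other. In C57BL/6J, Prune2 had a signal of 1111 ± 219 (SD, n = 10 arrays) against 31.5 ± 11.6 (n = 51) in the other strains, and the log2 difference was 5.20 (standard error 0.14, adjusted p = 1.07e-25, limma). Tmem87a, a Golgi membrane protein, was at 8.74 ± 12.3 in C57BL/6J and at 345 ± 99.3 elsewhere. In C3H/HeJ, Lin7c, which takes part in sorting proteins at synapses, was at 29.4 ± 32.0 (SD, n = 11) against 604 ± 199 (n = 50), a log2 difference of -4.63 (standard error 0.14, adjusted p = 4.35e-24, limma). In 129S6/SvEvTac, Dzip1, a protein of the cilium base, was at -1.44 ± 3.80 (SD, n = 10) against 268 ± 74.1 (n = 51), a log2 difference of -4.34 (standard error 0.054, adjusted p = 3.24e-36, limma), and the RNA-binding protein Tial1 differed by -3.92 (standard error 0.12). Gdpd3 was higher in FVB/NJ by 4.42 (standard error 0.073, adjusted p = 2.55e-32, limma) and in 129S6/SvEvTac by 3.51 (standard error 0.073). In DBA/2J, the noncoding RNA Snhg14 was at 33.4 ± 21.1 against 601 ± 283, a log2 difference of -3.94 (standard error 0.081, adjusted p = 1.37e-29, limma). In A/J, Mtm1, a phosphatase of membrane lipids, was higher by 2.90 (standard error 0.094) and Uqcr10, a subunit of respiratory complex III, differed by -3.25 (standard error 0.048); FVB/NJ was low in the same probe set of Uqcr10, by -3.33 (standard error 0.048). Each of these genes is given by 1 probe set, and the sequences of the probes were not compared with those of the strains.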

The q values were obtained using the 'smoother method' of Storey and Tibshirani [11]. However, even using the more conservative Benjamini and Hochberg [12] method produces q values of 0.02 for *P *values < 0.01. 

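The genes with the highest signals of one region over the other 4, in all 6 strains, included hormone genes in the pituitary gland, serotonin genes in the pag and neuropeptide genes in the hypothalamus. In the pituitary gland, Fshb, the beta subunit of follicle-stimulating hormone, had a signal of 3757 ± 323 (SD, n = 12 arrays) and 0.0704 ± 7.27 (n = 49) in the other regions, a log2 difference of 8.16 (standard error 0.059, adjusted p = 5.91e-45, limma). The hormone genes Cga, Prl, Pomc and Gh followed, with log2 differences of 7.99, 7.69, 7.45 and 7.04. In the pag, Tph2, the enzyme that makes serotonin in neurons, was at 1140 ± 216 (SD, n = 12) against 7.63 ± 4.67 (n = 49), a log2 difference of 6.42 (standard error 0.063, adjusted p = 1.3e-39, limma), and the serotonin transporter Slc6a4 differed by 6.30 (standard error 0.066). In the hippocampus, the transcription factor Neurod6 was higher by 5.82 (standard error 0.065, adjusted p = 1.02e-37, limma), at a signal of 763 ± 120 (SD, n = 12). Neurod2 was higher by 5.44 (standard error 0.17), the dendritic protein Ddn by 5.39 (standard error 0.12) and the vesicular glutamate transporter Slc17a7 by 4.97 (standard error 0.20). In the hypothalamus, vasopressin (Avp) was at 5436 ± 712 (SD, n = 12) against 595 ± 719 (n = 49), a log2 difference of 4.99 (standard error 0.14, adjusted p = 3.4e-25, limma), and the precursors of melanin-concentrating hormone (Pmch) and orexin (Hcrt) were higher by 4.82 (standard error 0.14) and 3.95 (standard error 0.17). In the bnst, the transcription factors Shox2 and Zic1 were higher by 4.23 (standard error 0.10, adjusted p = 6.46e-27, limma) and 3.87 (standard error 0.17), and Ttr, which the choroid plexus makes in large amounts, by 5.62 (standard error 0.55, adjusted p = 1.16e-10, limma), with a spread between arrays of 5140 ± 3259 (SD, n = 13); Pmch was also among the 5 largest there, higher by 3.79 (standard error 0.14). Among all probe sets, with no filter on Present calls and with p values of the F distribution, 27282 (60.6%) were region-specific, 6.83 times as many as were strain-specific. A region p under 0.01 alone was reached by 29670 probe sets (65.9%), at a Benjamini-Hochberg q of 0.0152.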

Somewhat surprisingly, 19,813 probe sets (44.0%) exhibited a brain region-specific expression pattern (*P *< 0.01; the region-specific effect was more significant than the strain effect; q value < 0.001).

In addition to the regression formulation that accounted for an unbalanced sample design, a simple two-way ANOVA, in which the outlying unbalanced sample (least correlated) was removed, was conducted in order to determine the number of probe sets that exhibited a significant interaction between strain and brain region. This analysis yielded virtually identical results to those of the regression formulation in terms of F statistics (the F statistics and *P *values of the regression formulation and two-way ANOVA are available for all probe sets in Additional data file 1). 

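The 3 arrays of the C3H/HeJ bnst had mean correlations with each other of 0.985, 0.983 and 0.976, and replicate 3, the lowest, was removed for the balanced design of 60 arrays. Of the strain-specific probe sets, 3856 were strain-specific in both designs, out of 3911 with 60 arrays, and 27067 probe sets were region-specific in both, out of 27186. The F statistics of the region effect differed by a median of 3.31% between the designs and those of the strain effect by a median of 3.76%. For all 1999 probe sets read from Additional data file 1, which lists 35718, the F statistics for region, strain and interaction recomputed here lay within 1% of the listed ones.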

The number of probe sets that exhibited a significant brain region and strain interaction (*P *< 0.01; q value = 0.01) in the two-way ANOVA model was 7,415. These data indicate that although there are significant differences in gene expression between different inbred strains, a large proportion of genes exhibit region-specific expression patterns and interactions between strain and brain region, suggesting that multiple region-specific regulatory mechanisms control gene expression. 

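A histocompatibility gene and a potassium channel were among the genes with the smallest interaction p of limma. H2-Q2, a class I histocompatibility gene, had a signal of 139 ± 14.5 (SD, n = 2 arrays) in the pituitary gland of C57BL/6J and -0.615 ± 0.177 (n = 2) in that of C3H/HeJ (adjusted p = 2.52e-12 for the interaction, limma). Esm1, a proteoglycan of endothelial cells, reached 608 ± 101 in the pituitary gland of C3H/HeJ and 602 ± 71.9 in that of 129S6/SvEvTac, against 100 ± 1.49 in that of FVB/NJ, and its means in the 4 brain regions lay below 12.8, the floor set for log2 values (adjusted p = 1.29e-11, limma). The potassium channel Kcnq5 was at 185 ± 2.03 in the hippocampus of C57BL/6J, and its means in the other strains lay below that floor in every region (adjusted p = 2.51e-10, limma). Tdo2, an enzyme of tryptophan breakdown, was highest in the hippocampus of C57BL/6J, at 68.6 ± 3.03, and the G protein subunit Gnai1 ranged from 1739 ± 17.9 in the FVB/NJ hippocampus to 261 ± 28.2 in the C57BL/6J pituitary gland. In the two-way analysis of the 60 arrays on the signals as deposited, 7698 of the 45037 probe sets (17.1%) had an interaction p under 0.01, where 450 are expected by chance at that threshold, at a Benjamini-Hochberg q of 0.0585. An interaction was present in 1177 of the strain-specific probe sets (29.4%) and in 6359 of the region-specific ones (23.3%).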

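The pituitary gland differed from the other regions in more probe sets than any other region did, with 17901 higher and 11178 lower, and 8245 of them differed by more than 2-fold. In the hippocampus 8403 were higher and 12891 lower, with 2838 over 2-fold, in the pag 9795 and 9323, with 1184 over 2-fold, in the bnst 7054 and 9943, with 983 over 2-fold, and in the hypothalamus 7471 and 7485, with 710 over 2-fold. Among the strains, C57BL/6J had the most calls against the mean of the other 5, with 5135 probe sets higher and 4562 lower, followed by 129S6/SvEvTac with 4377 and 3877. A/J had 3409 higher and 3245 lower, DBA/2J 2646 and 3307, FVB/NJ 2504 and 2343, and C3H/HeJ 2305 and 2326. By limma's F test, 17282 of the 44065 probe sets (39.2%) differed between strains, 31593 (71.7%) differed between regions and 15703 (35.6%) did both, while 4990 (11.3%) had an interaction of strain and region at an adjusted p under 0.05, a count that was 8451 without replicate 1 of the 129S6/SvEvTac hypothalamus. Over the probe sets, the median share of the variance of the signal was 33.1% for the region, 8.48% for the strain, 21.7% for the interaction and 23.6% for the differences between replicates, each median taken on its own. A share grows with the number of terms of its effect, and the interaction has many more terms than the strain or the region. The shares therefore do not rank the interaction against the strain. With each array scaled to 1 median, the side with more calls changed in every region but the pituitary gland and in every strain but FVB/NJ, with 8016 higher and 6459 lower in the bnst, 2627 and 7547 in C57BL/6J, 7751 and 1838 in DBA/2J and 2530 and 3402 in 129S6/SvEvTac, so these balances, and the place of 129S6/SvEvTac after C57BL/6J, rest on the scaling. From the large number of genes with a region effect and with an interaction, beside fewer genes that differ mainly by strain, the paper proposes that gene expression is controlled by many mechanisms that act in single regions.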

### Correlation of DNA sequence variation and gene expression level variation

In order to determine the extent to which DNA sequence variation correlates with gene expression level variation in different brain regions, we constructed phylogenetic trees of strain relatedness using either strain-specific or region-specific genes identified by the regression model (Figure 1). We averaged the (scaled) gene expression signals for the replicate samples for each gene and calculated a Pearson correlation coefficient for the signal intensities between all possible strain combinations for each brain region. We then transformed these correlation coefficients into distances to construct phylogenetic trees (Figure 1). The tree based on the expression levels of the strain-specific genes (Figure 1c) has branches that exhibit strain relationships that parallel those based on the SNPs (Figure 1a). 

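For the strain-specific probe sets, C3H/HeJ and DBA/2J, the closest strains by SNPs, were also the closest by expression in 4 regions, with distances of 0.298 in the bnst, 0.323 in the hippocampus, 0.314 in the hypothalamus and 0.293 in the pag. In the pituitary gland the closest strains were A/J and DBA/2J, at 0.347. The most distant pair included C57BL/6J in every region, with DBA/2J in the bnst (0.440) and the pag (0.404), 129S6/SvEvTac in the hippocampus (0.421) and C3H/HeJ in the hypothalamus (0.409) and the pituitary gland (0.482). In the average-linkage tree of the 30 group means over the 3997 strain-specific probe sets, cut at 6 clusters, 129S6/SvEvTac, A/J, C57BL/6J and FVB/NJ each formed a cluster with all of their regions and nothing else. The C3H/HeJ pituitary gland was a cluster of its own, and the other regions of C3H/HeJ fell together with all regions of DBA/2J. Groups of a strain lay at a mean distance of 0.244 from each other and groups of a region at 0.377. On log2 signals, and with Spearman correlations, all 6 strains formed their own clusters. These distances are the paper's transformation of Pearson correlations between mean signals, so each carries no error, and the probe sets were chosen for a strain effect with a smaller p than the region effect, which by itself favours grouping by strain.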

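Over all probe sets and strains, the bnst and the pag, which lie in the basal forebrain and the midbrain, had the most similar expression of the 5 regions, with a Pearson correlation of 0.983 across probe sets. The hypothalamus followed, at 0.981 with the pag and 0.978 with the bnst. The hippocampus correlated with the bnst at 0.956, with the pag at 0.942 and with the hypothalamus at 0.937. The pituitary gland stood farthest from the rest, at 0.805 with the hypothalamus, 0.767 with the pag, 0.766 with the bnst and 0.737 with the hippocampus. These correlations are across probe sets, which are not independent replicates.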

Within each strain, brain-region relationships follow the molecular architecture of the brain [13] shown in Figure 1b. Likewise, the tree based on region-specific genes (Figure 1d) has branches that show individual brain region clustering according to the molecular architecture. However, the strain relatedness within each brain region branch varies and exhibits a different set of strain relationships depending on the brain region. 

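In the tree of the 27282 region-specific probe sets, cut at 5 clusters, the bnst, hippocampus, hypothalamus, pag and pituitary gland each formed a cluster that held all 6 strains and nothing else. Groups of one region lay at a mean distance of 0.149 and groups of one strain at 0.477. The 5 regions also separated in this way with log2 signals, with Spearman correlations and with single arrays in place of the means. These probe sets were chosen for a region effect with a p not larger than that of the strain effect, which by itself favours grouping by region, so the tree is no separate test of it.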

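For the region-specific probe sets the closest strains changed with the region. They were 129S6/SvEvTac and C3H/HeJ in the bnst (distance 0.132) and the pag (0.108), C3H/HeJ and FVB/NJ in the hippocampus (0.11), A/J and C3H/HeJ in the hypothalamus (0.123), and A/J and DBA/2J in the pituitary gland (0.121). The most distant strains were C57BL/6J and DBA/2J in the bnst (0.223), the pag (0.161) and the pituitary gland (0.196), 129S6/SvEvTac and C57BL/6J in the hippocampus (0.183), and C3H/HeJ and C57BL/6J in the hypothalamus (0.164). No test was run on the order of single distances, several of which lie close together.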

Because both the strain-specific and region-specific genes cluster in brain regions according to the known molecular architecture of the brain [13], it is not likely that the observed clustering patterns are due to random noise.

To test whether these correlations between the gene expression-based trees and the SNP tree are significant, we broke down the expression trees by brain region and used Mantel's matrix correspondence test. We compared the strain-specific gene expression trees and the region-specific gene expression trees with the SNP tree for each brain region separately. 

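In the pag, the hippocampus and the bnst, strains with more SNP differences had more distant expression of the strain-specific probe sets, with Mantel correlations of 0.767, 0.750 and 0.715 over the 15 pairs of strains (Spearman's rho 0.811, 0.629 and 0.664). The correlation was 0.631 in the hypothalamus (rho 0.568) and 0.515 in the pituitary gland (rho 0.529). The exact one-sided p over all 720 orders of the 6 strains was 0.00417 in the pag and in the hippocampus, 0.00556 in the hypothalamus, 0.0278 in the bnst and 0.0333 in the pituitary gland. Adjusted over the 10 tests of this kind, the exact p was 0.0185 in the pag, the hippocampus and the hypothalamus, and 0.0667 in the bnst and the pituitary gland, which therefore did not pass at 0.05 after adjustment. With 6 strains the smallest p that the orders allow is 0.00139. With each probe set centred on its mean over the strains, the correlation in the pag was 0.33 (exact adjusted p = 0.0972), and without the arrays of replicate 1 those in the hippocampus and the hypothalamus were 0.448 and 0.332 (exact adjusted p = 0.158 and 0.269), so these 3 did not pass under every setting.

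**Figure D1:**
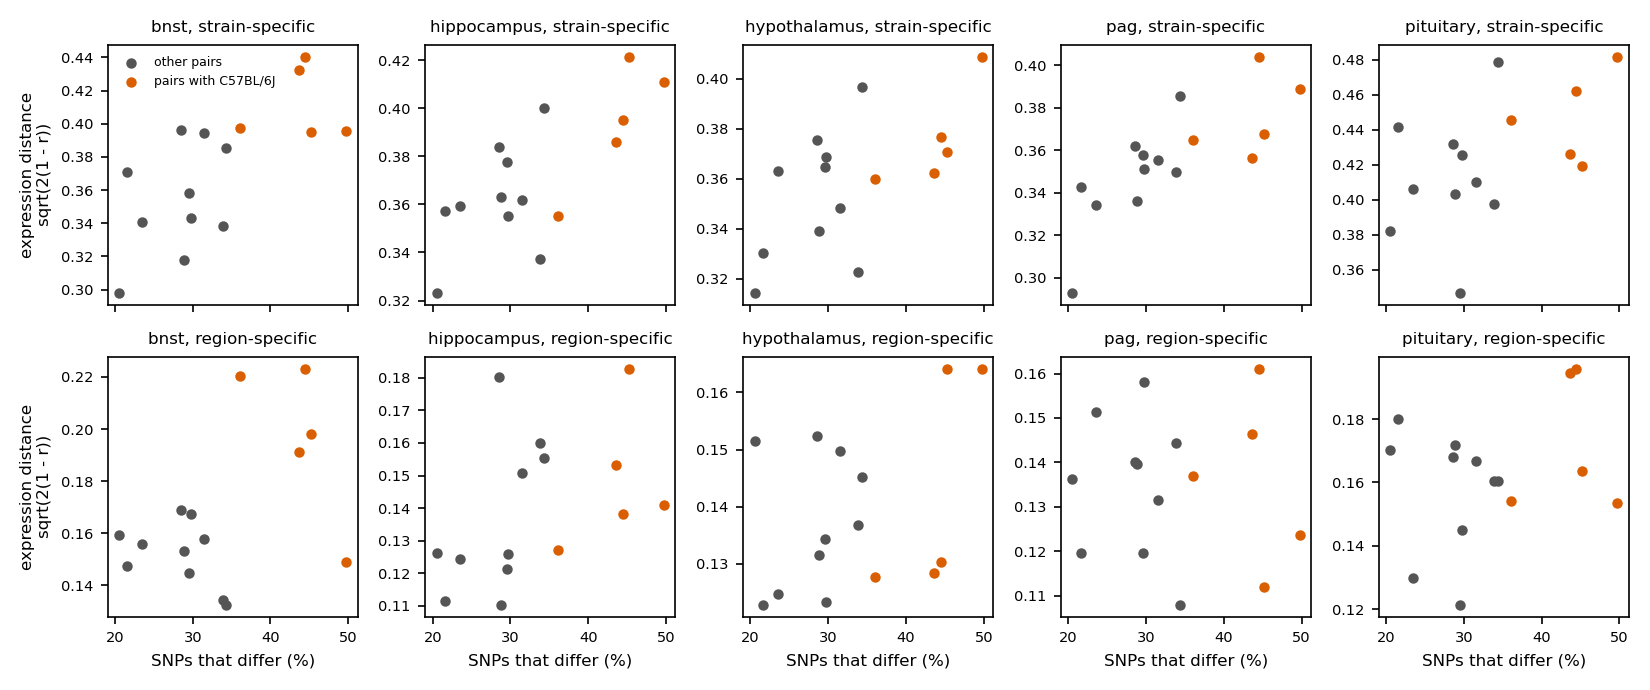
Distance of each pair of strains by expression against the percentage of SNPs at which the pair differs, for the strain-specific and the region-specific probe sets in each region. Each point is 1 of the 15 pairs of strains; for the strain-specific probe sets the points rise with SNP distance in every region, most closely in the pag (r = 0.767).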

By using the strain-specific genes, there was a significant correlation between the SNP tree and each of the strain-specific expression trees (bnst: R = 0.727, *P *= 0.008; hippocampus: R = 0.680, *P *= 0.002; hypothalamus: R = 0.529, *P *= 0.008; pag: R = 0.715, *P *= 0.004; pituitary: R = 0.512, *P *= 0.023). By contrast, there was no statistically significant correlation between the SNP tree and any of the region-specific expression trees (bnst: R = 0.466, *P *= 0.180; hippocampus: R = 0.476, *P *= 0.195; hypothalamus: R = 0.370, *P *= 0.169; pag: R = -0.072, *P *= 0.524; pituitary: R = 0.271, *P *= 0.135). 

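For the region-specific probe sets the Mantel correlation of SNP distance and expression distance was lowest in the pag, at -0.064 (Spearman's rho -0.050, exact one-sided p = 0.55). In the other regions the correlations were 0.469 in the hippocampus (rho 0.539, exact p = 0.179), 0.455 in the bnst (rho 0.293, exact p = 0.169), 0.377 in the hypothalamus (rho 0.30, exact p = 0.15) and 0.274 in the pituitary gland (rho -0.0179, exact p = 0.129). The adjusted exact p was 0.199 in these 4 regions. None of the 5 passed before or after adjustment, which does not show that the correlations are 0.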

The strain-specific gene trees were more similar to the SNP tree than the region-specific gene trees (paired *t*-test *P *= 0.006). 

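The Mantel correlation with the SNP distances was higher for the strain-specific than for the region-specific probe sets in 5 of 5 regions, from the bnst to the pituitary gland. The mean correlation was 0.676 for the strain-specific and 0.302 for the region-specific probe sets, a mean difference of 0.374 ± 0.256 (SD, n = 5 regions). An exact two-sided sign-flip permutation test over the regions gave p = 0.063, the smallest p that 5 regions allow, so this test cannot reach 0.05.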

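For the strain-specific probe sets, the strain distances of the hippocampus and the hypothalamus were the most alike, with a Mantel correlation of 0.828, followed by the bnst and the pag (0.801), the hypothalamus and the pag (0.793) and the hippocampus and the pag (0.779). Each of these 4 reached the smallest exact p, and the adjusted exact p was 0.00694. The least alike were the hippocampus and the pituitary gland, at 0.513 (exact one-sided p = 0.0292, adjusted exact p = 0.0530). Of the 10 pairs of regions, 10 had an exact p under 0.05 and 9 an adjusted one, over the 20 tests of pairs of regions. Without the arrays of replicate 1, 2 pairs passed after adjustment, and the hippocampus and the hypothalamus were at 0.379 (adjusted exact p = 0.201); without those of replicate 2, 6 passed. These probe sets were chosen by their strain effect over all regions together, which by itself favours alike distances.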

When the strain-specific expression trees where compared with each other, all pair-wise comparisons (*n *= 10) were statistically significant (R > 0.48, *P *< 0.024). When the region-specific expression trees where compared with each other, only two comparisons out of ten were statistically significant (bnst versus pituitary: R = 0.406, *P *= 0.04; and hippocampus versus hypothalamus: R = 0.620, *P *= 0.025), which is consistent with our proposition that the strain-specific expression trees resemble the SNP tree and each other, and that the region-specific expression trees do not correlate with each other, DNA-level variation, or known genealogy. 

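For the region-specific probe sets, the hippocampus and the hypothalamus had the highest Mantel correlation, 0.629 (Spearman's rho 0.614, exact one-sided p = 0.0236, adjusted exact p = 0.0472). The bnst and the pituitary gland followed the hippocampus and hypothalamus in exact p, with a correlation of 0.396 (rho 0.354, exact p = 0.0417, adjusted exact p = 0.0694). The other 8 pairs had exact p values from 0.151 upward, and 3 of them had negative correlations, the lowest of which was -0.524 between the hypothalamus and the pag. The correlation of the hippocampus and the hypothalamus did not pass without the arrays of replicate 1 (0.0621) or replicate 2 (0.135), with centred probe sets (0.2) or with gene sets chosen by limma (0.612, adjusted exact p = 0.0586).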

In other words, the known genetic differences (SNPs between strains) have a low and insignificant correlation to brain region-specific differences, whereas the strain-specific differences exhibit a high and significant correlation to genetic differences.

These data suggest that because the relatedness of the strains based on strain-specific genes correlate with the DNA-level variation and known genealogy, the expression of strain-specific genes (that comprise only about 5% of all genes on the array) is mostly regulated by *cis*-acting regulatory elements. DNA variations in a *cis*-regulatory element are likely to affect mainly the transcription of a single gene close to that regulatory element, and more dramatic gene expression differences between strains are associated with *cis*-acting eQTLs (Schadt, unpublished data). Therefore, a phylogenetic tree based on SNPs and a tree based on genes with *cis*-acting regulators should be similar.

### Global eQTL analysis shows an enrichment of *cis*-acting eQTLS among strain-specific genes

To assess this hypothesis we conducted an eQTL analysis on gene expression data from the six inbred strains. Indeed, 48% of the strain-specific probe sets with SNP markers within 4 megabases (Mb) had significant *cis*-acting eQTLs (*P *≤ 0.001; 1,015 out of 2,115 probe sets [a subset of the original 2,235 strain-specific probe sets that had SNP markers located within 4 Mb]), whereas only 10% of the region-specific probe sets exhibited significant *cis*-acting eQTLs (1,940 of 18,868 region-specific genes with markers within 4 Mb).

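The strain-specific genes with the smallest cis p differed sharply between the alleles of a nearby SNP. Rpgrip1, a gene of photoreceptor cilia on chromosome 14 (47211021 to 47261035 in NCBI Build 34), had a signal of 820 ± 78.9 (SD, n = 10 arrays) with the allele of C57BL/6J and 60.4 ± 28.7 (n = 51) with the other allele. Pdxdc1 on chromosome 16 (12571455 to 12638826) was at 498 ± 66.1 (SD, n = 21) in C3H/HeJ and DBA/2J, which share an allele, and at 22.5 ± 10.1 (n = 40) in the other 4 strains. Galc, the lysosomal enzyme galactosylceramidase, on chromosome 12 (93629142 to 93686179), was at 23.5 ± 9.73 (SD, n = 20) in 129S6/SvEvTac and FVB/NJ and at 196 ± 36.1 (n = 41) in the others. Ndufc2, a subunit of respiratory complex I on chromosome 7 (91446361 to 91454068), differed less, with 1693 ± 195 (SD, n = 31) in C3H/HeJ, C57BL/6J and DBA/2J and 949 ± 122 (n = 30) in the other 3 strains. Pttg1 and Mtmr7 were higher with the C57BL/6J allele, at 1431 ± 250 against 137 ± 60 and at 408 ± 57.8 against 37.5 ± 12.7. Of the 2154 strain-specific probe sets with a position in Additional data file 5, 1911 (88.7%, 95% Wilson interval 87.3 to 90.0) had a SNP within 4 Mb with a p at or under 0.001, in a regression of the signal on region and allele over all arrays. Of the 12382 region-specific probe sets with a position in the part of that file read here, 3443 (27.8%, interval 27.0 to 28.6) had one. When each probe set took the position of another one of its class, 100 exchanges gave 78.9% to 81.9% (median 80.3%) for the strain-specific and 22.9% to 24.2% (median 23.4%) for the region-specific probe sets, so none of the 100 reached the observed share in either class. The 8775 SNPs used have 31 patterns over the 6 strains, and the median number of SNPs in a window is 28. An allele differs only between strains, while the regression counts arrays, so its p does not carry the variation between strains. The intervals treat probe sets as independent, although all share the same strains and arrays. The strain-specific probe sets were chosen for a strain effect, which by itself favours an association with some pattern. Without all arrays of replicate 1 the shares were 64.5% and 10.0%, and without those of replicate 2 they were 66.6% and 11.5%.

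**Figure D2:**
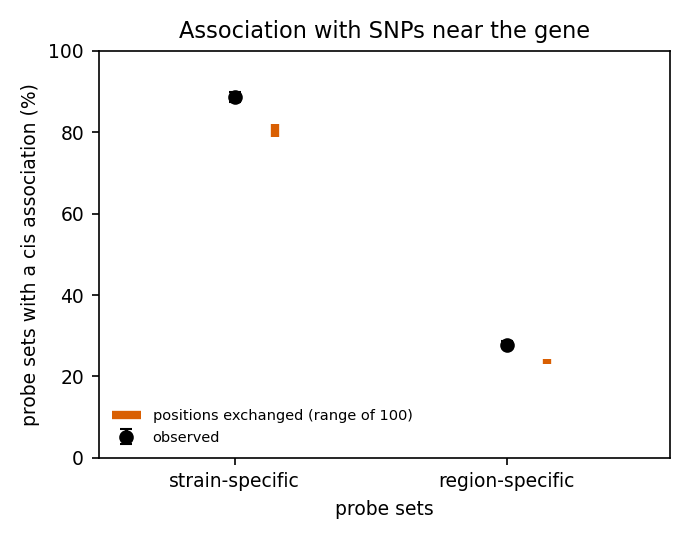
Percentage of strain-specific and region-specific probe sets with a cis association, with 95% Wilson intervals, beside the range over 100 exchanges of positions within each class. The intervals treat probe sets as independent. The observed shares of 88.7% and 27.8% lie above the highest exchanged shares of 81.9% and 24.2%.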

Strain-specific SNPs within a probe sequence could cause differential hybridization and affect expression results, leading to spurious associations and an artificial enrichment of strain-specific *cis*-acting eQTLs. In order to control for strain-specific SNPs that could affect hybridization, we used an algorithm developed in our laboratory that takes advantage of the fact that Affymetrix GeneChips use a series of oligonucleotides that span up to hundreds of bases of a given gene to detect potential sequence variations between the strains (Greenhall and coworkers, unpublished data; see Materials and methods, below). These oligonucleotides (called probes) yield distinct patterns of intensity for each gene. The probe pairs are sensitive enough that appropriately positioned single base differences between the probe pair and the detected RNA can significantly change the signal intensity, and thus produce different patterns between slightly different sequences [14].

We compared the underlying patterns of signal intensity between the strains to identify probe sets that may harbor sequence differences. Using a Bonferroni corrected *P *< 0.01 (calculated from a two-tailed Student's *t*-test [unpaired, equal variance]), 144 out of the 1015 strain-specific probe sets with significant *cis*-acting eQTLs were predicted to harbor sequence differences within the probe set that may affect hybridization. Of the 1940 region-specific probe sets with significant *cis*-acting eQTLs, 167 were predicted to harbor sequence differences. When we ignore all probe sets that are predicted to harbor strain-specific sequence differences that could adversely influence hybridization, 56% of the strain-specific probe sets with SNP markers within 4 Mb had significant *cis*-acting eQTLs (*P *≤ 0.001; 901 out of 1611 probe sets), whereas only 10% of region-specific probe sets exhibited significant *cis*-acting eQTLs (1,773 of 17,422 probe sets). Using a less conservative *P *value threshold for the polymorphism detection algorithm did not change the relative enrichment of *cis*-acting eQTLs among strain-specific genes (see Additional data file 2). 

A caveat of the eQTL analysis is that the limited number of strains leads to a high rate of type I errors. However, the likelihood that significant false-positive eQTLs will be located within 4 Mb of the gene of interest, rather than anywhere in the genome, is greatly reduced. Moreover, our eQTL analysis should not be thought of as a traditional eQTL mapping study because it was not focused on the effect of an individual gene or marker, but rather on overall genomic trends or the trends of large groups of genes. For a detailed discussion concerning the determination of the false positive rate, see Materials and methods (below). Our regression model analysis showed that a large proportion of genes that are expressed in the brain are brain region-specific, and the derived relationships of the strains differed depending on the brain region, suggesting mainly *trans*-acting regulators for these genes, at least in these brain regions. Although the eQTL analysis showed a larger number of potentially *trans*-acting eQTLs among the brain region-specific genes (3023, as compared with 1358 *trans*-acting eQTLs among the strain-specific genes), it is difficult to demonstrate this trend definitively with the small number of strains analyzed.

### Certain genes have complicated expression patterns in the brain

Our findings show that there is a large number of brain region-specific genes, suggesting that many regulatory networks are highly brain region specific. 

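Gene groups listed in advance separated the regions. All 12 measured pituitary hormones and regulators were higher in the pituitary gland (12 when adjusted over the list alone; camera, adjusted p = 1.3e-08, and adjusted p = 0.00704 with an estimated correlation), among them the growth hormone-releasing hormone receptor Ghrhr, at 1291 ± 162 (SD, n = 12 arrays) against -1.56 ± 9.73 (n = 49). All 14 hypothalamic neuropeptides and transmitters were higher in the hypothalamus (14 over the list alone; camera, adjusted p = 1.92e-25, and adjusted p = 1e-07 with an estimated correlation), with oxytocin (Oxt) higher by 2.87 on the log2 scale (standard error 0.069, adjusted p = 8.77e-27, limma) and Ghrh by 2.77 (standard error 0.12). All 15 genes of hippocampal principal neurons were higher in the hippocampus (15 over the list alone; camera, adjusted p = 3.61e-16, and adjusted p = 3.17e-05 with an estimated correlation), from Tdo2 at 0.34 to Neurod6, and the synaptic kinase Camk2a was higher by 3.21 (standard error 0.079, adjusted p = 2.88e-28, limma). All 13 genes of midbrain and brainstem neurons were higher in the pag (13 over the list alone; camera, adjusted p = 6.71e-21, and adjusted p = 3.18e-07 with an estimated correlation), including Ddc, which makes dopamine and serotonin, by 3.09 (standard error 0.062). In the bnst, 12 of 13 genes of ventral forebrain GABAergic neurons were higher and Nkx2-1 had a log2 difference of -0.019 (12 over the list alone; camera, adjusted p = 7.09e-16, and adjusted p = 2.63e-04 with an estimated correlation). The glutamate decarboxylase Gad1 was at 2146 ± 256 there (SD, n = 13) against 1312 ± 780 (n = 48). In the hypothalamus 11 genes of this list were higher and Meis2 was lower, by -1.86 on the log2 scale (11 and 1 over the list alone; camera, adjusted p = 2.01e-09, and adjusted p = 0.00461 with an estimated correlation). Of the genes of striatal medium spiny neurons, tissue next to the bnst, 8 of 10 were higher in the bnst (8 over the list alone; camera, adjusted p = 1.52e-06, and adjusted p = 0.0215 with an estimated correlation).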

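Glial genes set the pituitary gland apart from the 4 brain regions. All 13 measured genes of oligodendrocytes and myelin were lower there (13 when adjusted over the list alone; camera, adjusted p = 1.45e-11, and adjusted p = 0.0215 with an estimated correlation), with the transcription factor Olig2 at 7.75 ± 6.81 (SD, n = 12 arrays) against 183 ± 38.3 (n = 49). All 10 genes of astrocytes were lower as well (10 over the list alone; camera, adjusted p = 7.86e-11, and adjusted p = 1.93e-04 with an estimated correlation), with the glutamate transporter Slc1a2 at 86.0 ± 36.0 against 3068 ± 736. Of 10 genes of microglia, 9 were lower (9 over the list alone; camera, adjusted p = 5.34e-04, and adjusted p = 0.0212 with an estimated correlation). In the pag all 13 genes of oligodendrocytes and myelin were higher than in the mean of the other regions, which includes the low pituitary gland (13 over the list alone; camera, adjusted p = 5.08e-12, and adjusted p = 0.0208 with an estimated correlation), and in the bnst as well (13 over the list alone; camera, adjusted p = 2.47e-16, and adjusted p = 0.00606 with an estimated correlation). Against the same mean, 11 were higher in the hippocampus (11 over the list alone; camera, adjusted p = 5.08e-04, and adjusted p = 0.317 with an estimated correlation) and 10 in the hypothalamus (11 over the list alone; camera, adjusted p = 1.95e-05, and adjusted p = 0.198 with an estimated correlation). All 7 genes of thalamic neurons were higher in the bnst (7 over the list alone; camera, adjusted p = 4.25e-16, and adjusted p = 3.17e-05 with an estimated correlation), with Prkcd at 1484 ± 467 (SD, n = 13) against 142 ± 39.0 (n = 48). All 8 genes of the choroid plexus were higher in the bnst by the preset correlation (8 over the list alone; camera, adjusted p = 2.26e-07, and adjusted p = 0.0999 with an estimated correlation). The probe set of Ttr with the highest mean ranged from 121 to 8514 over the bnst arrays and from 607 to 6055 over the hippocampus arrays. Growth hormone (Gh) reached 5421 in a hypothalamus array, where the median was 751, while its median in the pituitary gland was 11800, and myelin basic protein (Mbp) reached 3414 in a pituitary array, where the median was 71.2.

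**Figure D3:**
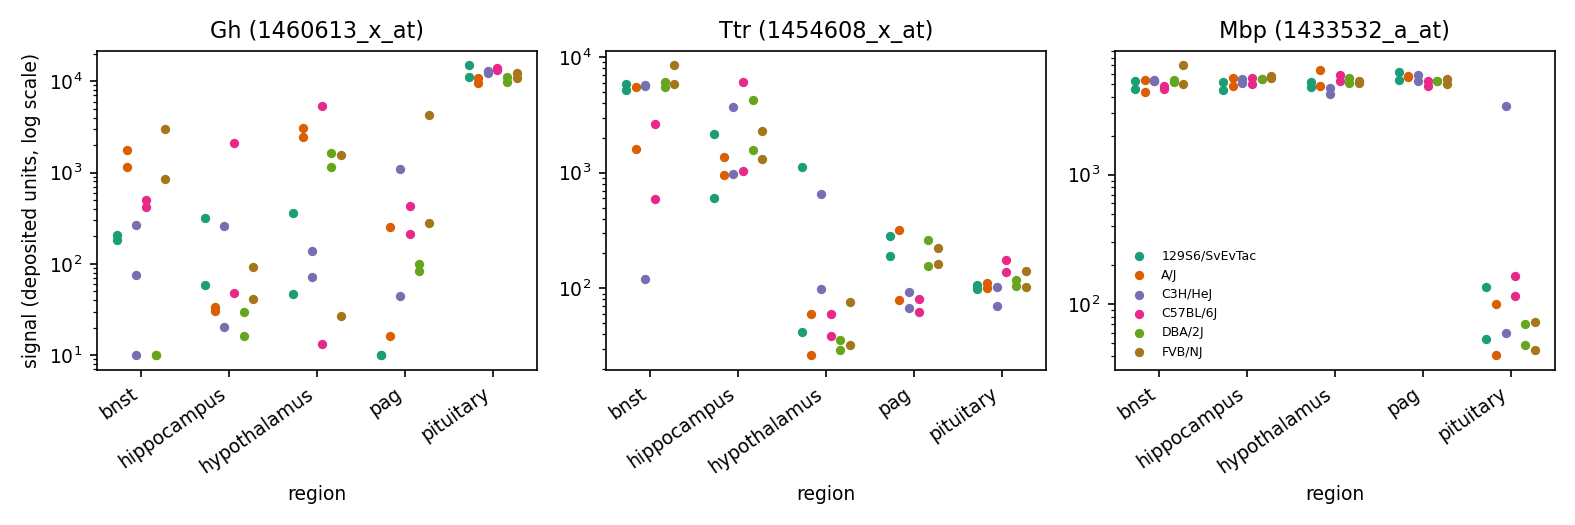
Signal of Gh, Ttr and Mbp on each of the 61 arrays by region, on a log axis with values below 10 drawn at 10. Each point is an array; Gh is at 9669 or higher on all pituitary arrays and spreads widely in the brain regions, Ttr spreads over the bnst and the hippocampus arrays and 1 pituitary array is high in Mbp.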

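The smallest interaction p of limma belonged to Rab6b, a GTPase of vesicle transport in neurons. Its signal was between 1218 and 2494 in the brain regions of all strains, and in the pituitary gland it was 202.1 ± 31 (SD, n = 2 arrays) in C57BL/6J, 25 ± 1.27 in 129S6/SvEvTac and 4.00 ± 0.559 in DBA/2J (adjusted p = 6.91e-18 for the interaction, limma). Bcat1, an enzyme that breaks down branched-chain amino acids, was highest in the pag of FVB/NJ, at 1493 ± 88.4, and lowest in the pituitary gland of DBA/2J, at 41.5 ± 9.45, where 129S6/SvEvTac had 556 ± 6.59 (adjusted p = 1.15e-16, limma). The noncoding RNA Snhg11 ranged from 3510 ± 2.97 in the hypothalamus of C57BL/6J to 32.8 ± 2.45 in the pituitary gland of A/J (adjusted p = 2.26e-15, limma). Psat1, an enzyme of serine synthesis, was at 860 ± 34.3 in the pag of FVB/NJ and at 65.5 ± 20.9 in the pituitary gland of C57BL/6J (adjusted p = 8.97e-15, limma). Nrn1, a protein that promotes neurite growth, had both extremes in DBA/2J, with 1947 ± 36.8 in the hippocampus and 39.9 ± 3.52 in the pituitary gland (adjusted p = 2.6e-11, limma). Each of these means rests on 2 arrays, and each interaction was tested over the 30 groups together.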

Certain genes have extremely complicated expression patterns whose variation is dependent on both strain and brain region effects. For example, the relative expression levels for two genes that exhibit significant strain and brain region variation, namely *Penk *(which encodes preproenkephalin) and *Foxp1 *(which encodes forkhead box P1), are shown in Figure 2 in a virtual three-dimensional brain atlas. Both genes exhibit interesting strain and region-specific expression patterns. In the hippocampus and hypothalamus, the expression level of *Penk *is higher in the 129S6/SvEvTac strain than in the A/J strain. However, in the bnst and in the pag, the expression level of *Penk *is higher in the A/J strain than in the 129S6/SvEvTac strain. Similarly, the expression level of *Foxp1 *is higher in the 129S6/SvEvTac hippocampus than in the A/J hippocampus, but in all other regions studied *Foxp1 *expression level is higher in A/J animals than in 129S6/SvEvTac animals.

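Penk, whose product is cut into the enkephalins, had a signal of 305 ± 11.5 (SD, n = 2 arrays) in the hippocampus of 129S6/SvEvTac and 178 ± 0.672 (n = 2) in that of A/J, a ratio of 1.72. The log2 difference was 0.78 (standard error 0.26, adjusted p = 0.11, limma), which did not pass at 0.05. In the hypothalamus the signals were 905 ± 233 and 686 ± 40.8, a ratio of 1.32, with a log2 difference of 0.38 (standard error 0.26, adjusted p = 0.485, limma). In the pituitary gland, where Penk is lowest, 129S6/SvEvTac had 185 ± 11.8 and A/J 97.3 ± 18.0, a ratio of 1.90 that passed the test (log2 difference 0.94, standard error 0.26, adjusted p = 0.0201, limma). That call was lost when 1 of 3 of its 4 arrays was left out (adjusted p = 0.0683 to 0.235, limma) and with each array scaled to 1 median (adjusted p = 0.0747, limma).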

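In the bnst, Penk had a signal of 1222 ± 7.13 (SD, n = 2 arrays) in A/J and 647 ± 81.0 (n = 2) in 129S6/SvEvTac, a signed fold of 129S6/SvEvTac over A/J of -1.89. The log2 difference of 129S6/SvEvTac minus A/J was -0.92 (standard error 0.26, adjusted p = 0.0292, limma). In the pag the signals were 907 ± 54.1 in A/J and 861 ± 22.8 in 129S6/SvEvTac, a log2 difference of -0.074 (standard error 0.26, adjusted p = 0.994, limma). The differences between the strains were not the same in the 5 regions (adjusted p = 0.00846 for the test between regions, limma). The bnst call was lost when any one of the 4 arrays behind it was left out, with log2 differences from -1.05 to -0.79, and with each array scaled to 1 median (adjusted p = 0.115, limma).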

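Foxp1, a transcription factor of striatal and cortical neurons, is read by 8 probe sets. The probe set with the highest mean signal over all arrays (405) gave a signal in the hippocampus of 779 ± 48.6 (SD, n = 2 arrays) in 129S6/SvEvTac and 525 ± 19.4 (n = 2) in A/J, a log2 difference of 0.57 (standard error 0.12, adjusted p = 0.00341, limma). A/J had the higher signal in the bnst (log2 difference of 129S6/SvEvTac minus A/J -0.46, adjusted p = 0.0195), the pag (-0.45, adjusted p = 0.0269) and the pituitary gland (-0.41, adjusted p = 0.0322), each with a standard error of 0.12 by limma. In the hypothalamus the difference of this probe set was -0.13 (standard error 0.12, adjusted p = 0.635, limma). The test between regions gave an adjusted p of 5.38e-04 for it by limma. A further probe set (mean signal 109.7) had signals of 271 ± 18.4 and 121 ± 13.0 in the hippocampus, a ratio of 2.25, and its signed folds of 129S6/SvEvTac over A/J, negative where A/J was higher, were -1.44 in the hypothalamus, -1.77 in the pag, -1.47 in the bnst and -1.28 in the pituitary gland. Of these, the hippocampus (adjusted p = 0.00167, limma) and the pag (adjusted p = 0.0211, limma) passed the test. In the hippocampus 7 of the 8 probe sets were higher in 129S6/SvEvTac, 3 of them past the test, among them one with a mean signal of 116.2 (log2 difference 1.21, adjusted p = 0.00363, limma). In the bnst all 8 were lower in 129S6/SvEvTac, 4 of them past the test. In the pag 7 were lower and in the pituitary gland 6, with 2 past the test in each. The probe set with a mean signal of 355.9 differed by -0.61 in the bnst (adjusted p = 6.88e-04, limma), -0.46 in the pituitary gland (adjusted p = 0.00868, limma) and 0.39 in the hippocampus (adjusted p = 0.0519, limma). The one with a mean signal of 55.6 had a hippocampus difference of -0.16 (adjusted p = 0.987, limma), and the one with a mean signal of 185 one of 0.10 there (adjusted p = 0.955, limma). Leaving out 1 of the 4 arrays of a region ended the call of the probe set with the highest mean in at least 2 cases in the bnst, the hippocampus, the pag and the pituitary gland, with hippocampus differences from 0.50 to 0.63 and a pag difference of -0.19 without replicate 2 of A/J (adjusted p = 0.624, limma), and scaling each array to 1 median ended it in the bnst, the pag and the pituitary gland. For the further probe set, the hippocampus call was lost without replicate 2 of A/J (adjusted p = 0.0535, limma) and the pag call without replicate 2 of 129S6/SvEvTac (log2 difference -0.40, adjusted p = 0.685, limma), without either A/J array (adjusted p = 0.124 and 0.112, limma) and under that scaling (adjusted p = 0.0613, limma).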

## Discussion

We have shown that the extent of global DNA sequence variation does not directly determine the extent of gene expression variation between inbred mouse strains. Furthermore, the strains that are genetically and genealogically most closely related sometimes have significantly different expression patterns. 

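C3H/HeJ and DBA/2J, the pair with the fewest SNP differences, were no closer in the region-specific probe sets than C3H/HeJ and C57BL/6J, the pair with the most, in 3 regions. The distance of C3H/HeJ from DBA/2J and from C57BL/6J was 0.159 and 0.149 in the bnst, 0.136 and 0.124 in the pag, and 0.170 and 0.154 in the pituitary gland. In the hippocampus it was 0.126 and 0.141 and in the hypothalamus 0.152 and 0.164. For the strain-specific probe sets C3H/HeJ was closer to DBA/2J in all 5 regions, for example at 0.382 against 0.482 in the pituitary gland. These distances compare means of 2 or 3 arrays, and their differences were not tested.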

Interestingly, we observed that the expression of the strain-specific genes appear to be driven mainly by *cis*-acting regulatory elements, whereas the brain region-specific genes are mainly regulated by *trans*-acting regulators. It has been shown that *trans*-acting regulators affect expression levels of multiple genes [15], and that both *cis*-acting and *trans*-acting loci regulate variation in the expression levels of genes, although most act in *trans *[1]. The heritability estimates for gene expression regulation are relatively low (median value 0.34) [3], at least based on expression data from cell lines. Therefore, it is likely that the expression of the majority of genes is influenced by environmental or nongenetic factors, including epigenetic mechanisms, such as DNA methylation and histone acetylation.

The large differences in gene expression patterns across the strains depending on brain region indicate that it is essential to conduct eQTL mapping using data from brain regions that are physiologically and phenotypically relevant to the disease or trait being investigated. Our results show that it is important to dissect a sufficiently small, reasonably homogeneous anatomic regions for gene expression profiling studies in order to avoid 'dilution' of strain-specific and region-specific effects. If several brain regions are combined, then the observed gene expression profiles will be a weighted average of the expression profiles of the individual regions. 

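Many differences between 129S6/SvEvTac and A/J that were called in single regions were not called in the average over the 5 regions. This average is of log2 differences, with equal weight for each region. It is not the signal of a sample combined from the regions, which was not tested. A difference that was not called is not shown to be absent. The pituitary gland had the most probe sets that differed between these strains, with 2271 higher in 129S6/SvEvTac and 1612 lower, followed by the bnst with 1358 and 1495, the hypothalamus with 1290 and 1042, the pag with 1004 and 805 and the hippocampus with 677 and 947. In all, 8249 probe sets were called in at least 1 region by limma, and 3534 of these (42.8%) were not called in the average. The average called 7132, of which 2417 were called in no single region, and 373 were called in all 5 regions in the same direction. For 1631 probe sets the difference between the strains was itself different between regions at an adjusted p under 0.05. The counts within a region rest on 2 arrays of each strain: without replicate 1 of the 129S6/SvEvTac hypothalamus, 4156 were higher and 2712 lower there, 13034 were called in at least 1 region and 6211 of these not in the average, and without replicate 2 of the A/J hypothalamus 408 and 425. With only probe sets above the median of mean signals, 2318 were called in a region and not in the average. With each array scaled to 1 median the bnst had the most, with 1691 higher and 943 lower, and the pituitary gland had 1018 and 1312, so the order of the regions and the balance of directions rest on the scaling.

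**Figure D4:**
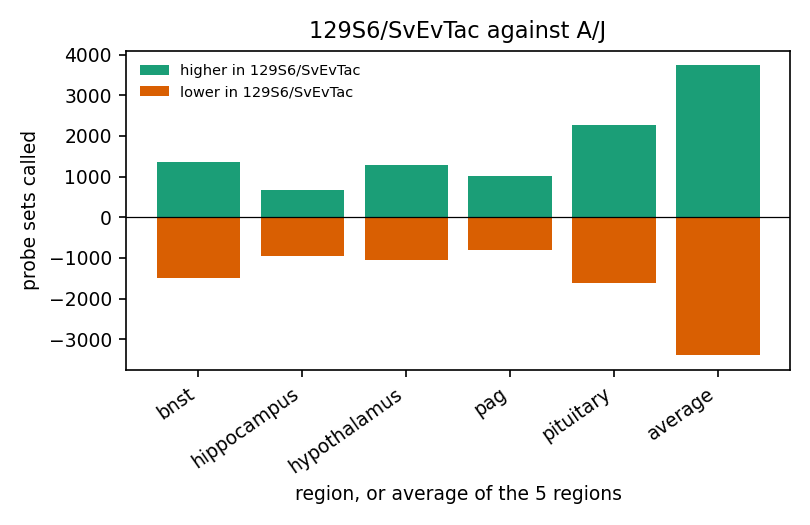
Number of probe sets that limma called higher (above 0) or lower (below 0) in 129S6/SvEvTac than in A/J in each region and in the average over the 5 regions. Bars are counts; with the signals as deposited the pituitary gland has the largest count of the single regions, and with each array scaled to 1 median the bnst has it.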

If a gene is expressed at measurable levels in multiple regions, then there will be a decrease in sensitivity to a change in any one region. 

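Opposite differences between 129S6/SvEvTac and A/J in 2 regions were found for 163 probe sets, and 149 of these were not called in the average over the regions. Nmb, which encodes the peptide neuromedin B, had mean signals of 718 in 129S6/SvEvTac and 222 in A/J in the pituitary gland (log2 difference 1.68, standard error 0.27, adjusted p = 3.77e-05, limma), and 43.2 and 90.6 in the pag (log2 difference -1.07, standard error 0.27, adjusted p = 0.0144, limma). Its average log2 difference was -0.14 (adjusted p = 0.497, limma). In signal the pituitary difference was larger than that in the pag, so a sample combined from the regions need not cancel in this way. Wwox, a short-chain oxidoreductase, differed by 1.49 in the hippocampus (standard error 0.24, adjusted p = 5.44e-05, limma) and by -1.05 in the pituitary gland, with an average of 0.016 (adjusted p = 0.96, limma). Ddx6, an RNA helicase of processing bodies, differed by -2.04 in the hippocampus (standard error 0.29, adjusted p = 8.63e-06, limma) and by 1.25 in the pag, with an average of 0.023. The interleukin 1 receptor Il1r1 differed by -2.09 in the hippocampus and 1.41 in the pag, and the receptor kinase Alk by 0.97 in the bnst and -1.20 in the pituitary gland. Nrip3 differed by 2.09 in the pituitary gland and -0.59 in the hippocampus and was called in the average, at 0.24 (adjusted p = 0.00814, limma). The hippocampus and the pag were opposite for 69 probe sets, more than any other pair of regions. Each difference compares 2 arrays with 2, and without replicate 1 of the 129S6/SvEvTac hypothalamus the count of opposite probe sets was 446, while without replicate 1 of the 129S6/SvEvTac hippocampus it was 104. With each array scaled to 1 median it was 61.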

If there are opposing gene expression patterns in multiple regions, then the measurement from a combined sample could miss important changes or even yield misleading information about underlying regulatory mechanisms.

## Conclusion

By investigating DNA polymorphisms and gene expression profiles of various brain regions in six inbred mouse strains, we noticed an enrichment of *cis*-acting regulators among the strain-specific genes, whereas the brain region-specific genes seem to be mainly regulated by *trans*-acting elements. In addition, our data suggest that different inbred mouse strains have very different relative amounts of certain transcripts in some brain regions, indicating that there are complex brain region-specific regulatory networks. Our findings shed light on regulatory mechanisms of gene expression in different tissues and strains on a genomic scale, and have important implications for the design and analysis of eQTL mapping studies. In order to identify meaningful regulatory networks, it is important to obtain gene expression profiles from sufficiently small, anatomically refined tissues.

## Materials and methods

### Animals

Seven-week-old male inbred mice were received from the Jackson Laboratory (Bar Harbor, ME, USA) (A/J, C3H/HeJ, C57BL/6J, DBA/2J, and FVB/NJ) or from Taconic Farms (Germantown, NY, USA) (129S6/SvEvTac). Animals were singly housed for 1 week before dissections were conducted. All animal procedures were performed according to protocols approved by the Salk Institute for Biological Studies Institutional Animal Care and Use Committee.

### Tissue collection and RNA preparation for gene expression analysis

All brain dissections were done between 11:00 and 17:00 hours on a petri dish filled with ice using a dissection microscope. The dissected brain regions for gene expression analysis included hypothalamus, hippocampus, pituitary gland, periaqueductal gray (pag), and bed nucleus of the stria terminalis (bnst). Hippocampus samples were directly frozen on dry ice and stored at -80°C. The smaller brain structures were collected in RNA Later buffer (Ambion, Austin, TX, USA) and samples from two to five animals were pooled and stored at -80°C. At least two independent replicate samples for each strain and brain region using independent animals were dissected. If samples were pooled, at least two independent pools were collected. The extraction of total RNA from the tissues was performed using the TRIzol reagent (Invitrogen, Carlsbad, CA, USA), in accordance with the manufacturer's instructions. 

### Microarray experiments

Gene expression analysis was done using mouse genome 430 2.0 arrays (Affymetrix, Santa Clara, CA, USA), which contain about 45,000 probe sets. Labeling of samples, hybridization, and scanning were performed as described elsewhere [13]. Two replicate samples from independent animals were prepared for each strain and each tissue (analysis of bnst for C3H/HeJ was performed in triplicate).

### Data analysis

Array results were analyzed using several different methods. First, .cel files were generated using Affymetrix software, imported into the TeraGenomics expression database, and then processed within the TeraGenomics analysis system (Information Management Consultants, Reston, VA, USA) [13]. More detailed information on the statistical methods and the TeraGenomics platform can be found in Additional data file 3 and at the TeraGenomics home page [16].

Phylogenetic trees were constructed using the UPGMA option of the MEGA3 software [17]. SNP trees were constructed based on the fraction of allele differences across all loci between strains. Several different metrics were tested using this strategy resulted in a tree that correlated best with the known genealogy of inbred strains. The SNP genotypes were from the same mouse strains as the expression data, except for the 129 strain. We used genotypes from 129S1/SvImJ and gene expression data from 129S6/SvEvTac substrain. We had genotypes available from four different 129 substrains and all of them clustered into a separate clade close to each other in a phylogenetic tree [8]. We selected the 129S1/SvImJ genotype because this strain is genealogically closest to 129S6/SvEvTac. Therefore, the analysis should not have suffered from using a slightly different, but closely related 129 strain for the two types of analyses.

Two-factor regression formulations of an ANOVA were performed using an in-house software program written in standard FORTRAN for Unix using the gene expression files of each array from the absolute analysis of the TeraGenomics analysis system. The results were refined and sorted in Excel. Only genes that scored as 'Present' in one of the files were included in the analysis. In order to test the statistical significance of strain, region, and locus effects on expression levels, we used two-factor linear regression models. Note that we had independent replicate observations on five mouse brain regions across six mouse strains for a total of 61 observations on the approximately 45,000 probe sets represented on the microarray (the bnst for C3H/HeJ was performed in triplicate). Let *y*_*i*,*j*,*k *_be the expression value of the *i*th replicate (*I *= 1, 2 ...) on the *j*th strain (*j *= 1 ... 6) for the *k*th brain region (*k *= 1 ... 5). A linear model for the expression values can be written as follows:

*y*_*i*,*j*,*k *_= *b*_0 _+ *b*_*s*(1)_*x*_*i*,*j*,*k*_(*s*1) + *b*_*s*(2)_*x*_*i*,*j*,*k*_(*s*2) + *b*_*s*(3)_*x*_*i*,*j*,*k*_(*s*3) + *b*_*s*(4)_*x*_*i*,*j*,*k*_(*s*4) + *b*_*s*(5)_*x*_*i*,*j*,*k*_(*s*5) + *b*_*r*(1)_*x*_*i*,*j*,*k*_(*r*1) + *b*_*r*(2)_*x*_*i*,*j*,*k*_(*r*2) + *b*_*r*(3)_*x*_*i*,*j*,*k*_(*r*3) + *b*_*r*(4)_*x*_*i*,*j*,*k*_(*r*4) + [∑s,rbs,r(δs,r)]
 MathType@MTEF@5@5@+=feaafiart1ev1aaatCvAUfeBSjuyZL2yd9gzLbvyNv2Caerbhv2BYDwAHbqedmvETj2BSbqee0evGueE0jxyaibaiKI8=vI8tuQ8FMI8Gi=hEeeu0xXdbba9frFj0=OqFfea0dXdd9vqai=hGuQ8kuc9pgc9s8qqaq=dirpe0xb9q8qiLsFr0=vr0=vr0dc8meaabaqaciGacaGaaeqabaqadeqadaaakeaadaWadaqaamaaqafabaGaamOyamaaBaaaleaacaWGZbGaaiilaiaadkhaaeqaaOGaaiikaGGaciab=r7aKnaaBaaaleaacaWGZbGaaiilaiaadkhaaeqaaOGaaiykaaWcbaGaam4CaiaacYcacaWGYbaabeqdcqGHris5aaGccaGLBbGaayzxaaaaaa@4381@ + *e*_*i*,*j*,*k*_

where *b*_0 _is an intercept term, *b*_*s*(h) _is the regression coefficient associated with the effect of the *h*th strain, *b*_*r*(g) _is the regression coefficient associated with the effect of the *g*th brain region, and *e*_*i*,*j*,*k *_is an error term. The x_*i*,*j*,*k*_(*sh*) and x_*i*,*j*,*k*_(*rg*) are indicator variables set to 1 if the *ijk*th observation is from strain *h *and/or region *g*, respectively, and 0 otherwise. Note that we test only five strain and four region terms because of redundancy in adding the sixth strain and fifth region in the model.

Tests of significance of the strain and region effects involve the hypothesis that the relevant regression coefficient departs from 0.0. Tests of more global hypotheses of any strain and/or region effects can be constructed by fitting reduced models that do not include the strain (or region) terms and comparing these reduced models with the 'full' model described above. These global tests involved five and four degrees of freedom for the strain and region effect tests, respectively. We assessed the significance of the difference between the reduced and full models using permutation tests assuming 99 data permutations (with lowest possible *P *= 0.01). Data were permuted across brain region and strain to determine accurate *P *values for the main effects of brain region and strain. To obtain accurate *P *values for the interaction terms, the residuals must be permuted, which was not done because of increased computational time and complexity. Instead, the F statistics from the resulting regression model were used to calculate *P *values for the cumulative f distribution; these *P *values were also calculated for the strain and brain region effects and used in the false discovery rate calculations to calculate the q values.

Note that, for the interaction terms, *δ*_*s*,*r*_, the summation is over all combinations of individual brain regions and strains, such that the *δ*_*s*,*r *_simply reflect the product of relevant strain and brain region 0-1 dummy variables. This formulation of interaction terms in regression models is standard in regression contexts. With our regression model, we could have tested each individual regression coefficient in the model for its deviation from 0.0 and hence been able to draw inferences about which brain regions or strains were most likely to deviate from the others in terms of expression level. However, although we included interaction terms in the full model, we chose not to focus on them because of potential overfitting and an insufficient number of observations. In order to identify interactions properly, we utilized a two-way ANOVA calculated using the 'anovan' function in Matlab, in which the least correlated unbalanced sample was removed. To test hypotheses on individual locus effects, we replaced the strain terms in the full model with a single locus effect (regression coefficient) term, *b*_*l*_, and an indicator variable, *x*_*i*,*j*,*k*_(*l*), set to 1 if observation *i*,*j*,*k *has a particular allele at locus *l *and 0 otherwise.

Pearson correlation coefficients were calculated using Excel. The formula used to transform correlations into distances is √(2 × [1 - R]), where R is the correlation coefficient. Mantel's matrix correspondence test was performed with 999 permutations and calculated using GenAlEx 6 [18].

eQTL analysis was performed using an in-house software program written in standard FORTRAN for Unix in which an F statistic from a regression model was used at each marker loci to test for an association. A two-factor regression model was used, similar to the previous analysis. Results were sorted and analyzed in a separate in-house C++ program. A marker was considered to be *cis*-acting if it was within 4 Mb of the start or end position of the gene of interest. Windows of 5 Mb and 2 Mb windows yielded similar results. The genomic start and end positions of a gene corresponding to the probe set was determined using the Entrez Gene IDs from the Affymetrix database, NetAffx [19]. Both the probe set positions and the SNP marker positions were aligned to NCBI Build 34 (Additional data files 4 and 5).

We note that our analysis of *cis*-acting and *trans*-acting eQTLs was simply meant to complement the single degree-of-freedom similarity matrix-based Mantel tests of the hypothesis that similarity in global gene expression patterns do not necessarily correlate with strain DNA sequence similarity, and hence is not meant to unequivocally or definitively identify variations that influence gene expression. It is in this context that we consider what we would expect to observe for our eQTL analyses if no relationship exists between mouse strain and brain region gene expression and the genetic variations the strains possess throughout the genome. To test the association of each locus to each probe set, we used the regression model described above, using the *P *value associated with the hypothesis that the regression coefficient, *b*_*l*_, was equal to 0 in a one degree of freedom *t*-test (no permutation tests were pursued). We make some simplifying assumptions in our calculations given the difficulty in accounting for correlations between the expression levels of the genes and the haplotype block patterns encompassing the SNPs we examined across the genome.

We note that we tested 8,680 loci (ignoring monomorphic and missing SNP information; see attached SNP data in Additional data file 4) for 22,048 probe sets in our eQTL analysis, for a total of 191,376,640 tests of association. We set a *P *value threshold of 0.001 to delineate loci worth considering as harboring *cis*-acting or *trans*-acting variations. We would thus expect 191,376 of these tests to produce *P *< 0.001 by chance alone if the expression values were independent of each other as well as the relationships between the strains with respect to regulatory variations in their genomes. We observed 3,225,220 associations with *P *< 0.001, which is much higher than expected. For the analysis of *cis*-acting eQTLs we note that we included SNPs within 4 Mb of each gene represented by a probe set as being located near enough to the gene to count as possibly *cis*-acting, and, on average, there were 29 SNPs within 4 Mb of each gene. We would expect that 640 tests (29 SNPs × 22,048 probe sets × 0.001 [*P *value cutoff]) would be needed to produce *P *< 0.001 by chance alone. We observed 2,955 probe sets with *P *< 0.001 for SNPs within 4 Mb of the physical positions of the probe sets.

### Polymorphism prediction

Candidate genes harboring predicted polymorphisms were identified using an algorithm developed by our laboratory (Greenhall and coworkers, unpublished data). Briefly, the algorithm works as follows. First, for the selected probe sets, the individual hybridization intensity values are extracted and the difference between the perfect match and the mismatch (PM-MM) intensities is calculated for each probe pair for each sample, excluding probe sets from samples that do not meet certain pattern quality measures. The PM-MM values for each of the probe sets for each sample are globally scaled (by a factor derived from the standard deviation across the multi-probe pattern obtained in each experiment) to compensate for gene expression differences. Next, the scaled values for each sample group are averaged across the strain, and an average and a standard deviation are calculated for each probe pair in a probe set. The appropriate degrees of freedom are calculated and the two-tailed Student's *t*-test (unpaired, equal variance) is derived for each probe pair for each strain comparison. The algorithm was written in C++ and runs on standard UNIX machines. The algorithm has been previously used and validated to identify sequence variation between inbred mouse strains [20] and between human, chimpanzee, and rhesus macaque [21]. The algorithm is in principle similar to two previously reported methods [14,22].

### Three-dimensional visualization of gene expression

Data containing signal intensity values from gene expression microarray analyses were imported in the NeuroZoom software (Neurome, La Jolla, CA, USA). Visualization of the signal intensities was performed as described previously [13].

## Additional data files

The following additional data are available with the online version of this paper. Additional data file 1 contains F statistics and *P *values for brain region, strain and interaction effects from the multiple regression model and two-way ANOVA. Additional data file 2 shows the number of strain-specific and brain region-specific probe sets with genetic *cis*-associations after removing probe sets with putative polymorphisms using a detection algorithm. Additional data file 3 provides detailed information regarding the methods used in the microarray data pre-processing. Additional data file 4 contains the SNP marker positions and genotypes. Additional data file 5 contains the genomic start and end positions of genes used in the eQTL analysis.

## Supplementary Material

Additional data file 1 This file contains F statistics and *P *values for brain region, strain, and interaction effects from the multiple regression model and two-way ANOVA; only genes that scored as 'Present' in at least one file are included. Click here for file

Additional data file 2 This table shows the number of strain-specific and brain region-specific probe sets with genetic *cis*-associations after removing probe sets with putative polymorphisms using a detection algorithm. Click here for file

Additional data file 3 This file includes detailed methods used in the microarray data pre-processing. Click here for file

Additional data file 4 This file contains the SNP marker positions and genotypes. Click here for file

Additional data file 5 This file contains the genomic start and end positions of genes used in the eQTL analysis. Click here for file

## Figures and Tables

**Figure 1:**
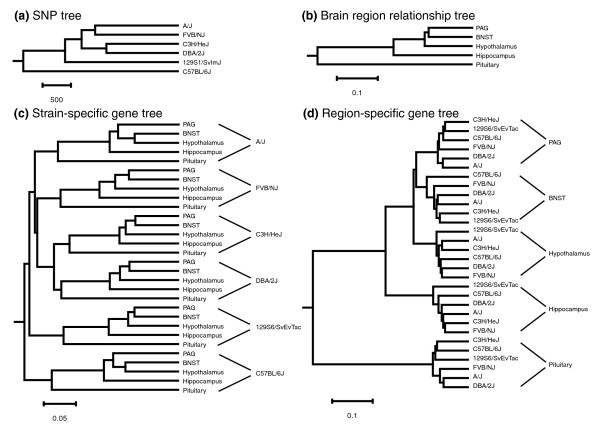
Relationships of inbred mouse strains. **(a) **A phylogenetic tree based on the fraction of allelic differences across 12,473 loci between inbred mouse strains. **(b) **A phylogenetic tree based on the gene expression differences between brain regions averaged over six inbred mouse strains used in this study. **(c) **A phylogenetic tree based on the gene expression relationship of 2,235 strain-specific genes. **(d) **A phylogenetic tree based on the gene expression relationship of 19,813 brain region-specific genes. Scale bars show the number of allelic differences (panel a) or the distance based on gene expression (panels b, c, and d). BNST, bed nucleus of the stria terminalis; PAG, periaqueductal gray; SNP, single nucleotide polymorphism.

**Figure 2:**
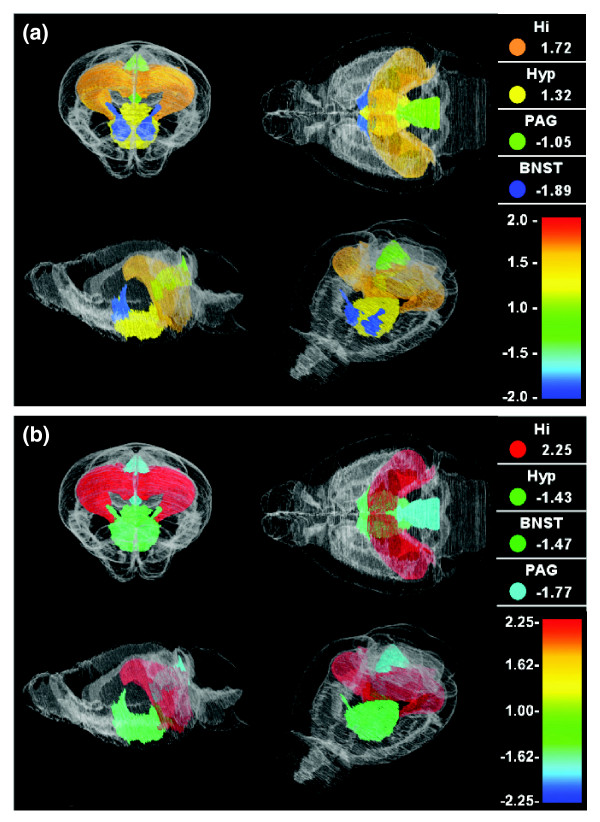
Brain gene expression levels of *Penk *(encoding preproenkephalin) and *Foxp1 *(encoding forkhead box P1). The signal intensities of two genes, *Penk *and *Foxp1*, were imported into the NeuroZoom software tool to visualize the three-dimensional gene expression patterns of these genes in the context of brain anatomy. A ratio of the signal intensities of **(a) ***Penk *and **(b) ***Foxp1 *between 129S6/SvEvTac (129) and A/J (A) strains is shown in hippocampus (Hi), hypothalamus (Hyp), periaqueductal gray (PAG), and bed nucleus of the stria terminalis (BNST). The expression fold change values are shown in the upper right corner of each panel for each brain region separately, together with color coding that matches the color of each brain region in the three-dimensional mouse brain atlas, shown from four different angles. Note that the gene expression level of *Penk *in Hi and Hyp is higher in the 129 strain than in the A strain, but in Pag and Bnst it is higher in the A strain than in the 129 strain. Similarly, the expression level of *Foxp1 *in Hi is higher in the 129 strain than in the A strain, whereas in Hyp, Bnst, and Pag the expression level is higher in the A strain than in the 129 strain.

# Supplementary material for: DNA variation and brain region-specific expression profiles exhibit different relationships between inbred mouse strains: implications for eQTL mapping studies
**Source:** Genome Biol. 2007 Feb 26;8(2):R25. doi: 10.1186/gb-2007-8-2-r25
**Supplement:** Additional data file 4 — This file contains the SNP marker positions and genotypes.

**Additional data file 4.** SNP positions from NCBI Build 34 and genotypes of the mouse strains used in this study.

|       |           |   |           |   |   |   |   |   |   |
|-------|-----------|---|-----------|---|---|---|---|---|---|
| 12430 | rs6160268 | X | 141360024 | G | G | G | G | G | G |
| 12431 | rs6172731 | X | 141807892 | A | A | A | A | A | A |
| 12432 | rs3685112 | X | 143539941 | A | A | A | G | A | A |
| 12433 | rs6291762 | X | 144704684 | G | G | G | G | G | G |
| 12434 | rs8255346 | X | 145129965 | A | A | A | A | A | A |
| 12435 | rs8255343 | X | 145131075 | G | G | G | G | G | G |
| 12436 | rs3705296 | X | 145632182 | T | A | T | T | T | T |
| 12437 | rs6219654 | X | 145708456 | G | G | G | G | G | G |
| 12438 | rs6339238 | X | 146512632 | G | G | G | G | G | G |
| 12439 | rs8255374 | X | 147416073 | G | A | G | G | G | G |
| 12440 | rs8255372 | X | 147416448 | A | C | A | A | A | A |
| 12441 | rs8255364 | X | 147416946 | G | G | G | G | G | G |
| 12442 | rs8255428 | X | 145493676 | A | A | A | A | A | A |
| 12443 | rs6213362 | X | 147525211 | A | A | A | A | A | A |
| 12444 | rs3716904 | X | 147688794 | G | G | G | G | G | G |
| 12445 | rs6225166 | X | 147791915 | G | G | G | G | G | G |
| 12446 | rs4135560 | X | 148598549 | G | G | G | G | G | G |
| 12447 | rs3722862 | X | 148598629 | A | A | A | A | A | A |
| 12448 | rs6280000 | X | 148820241 | A | A | A | A | A | A |
| 12449 | rs6292190 | X | 149281267 | G | G | G | G | G | G |
| 12450 | rs3667080 | X | 149912282 | C | C | C | C | C | C |
| 12451 | rs6154628 | X | 150498545 | G | G | G | G | G | G |
| 12452 | rs6156461 | X | 151286979 | A | A | A | A | A | A |
| 12453 | rs3719291 | X | 151342239 | G | G | G | G | G | G |
| 12454 | rs3719368 | X | 151342278 | A | A | A | A | A | A |
| 12455 | rs6410946 | X | 151695941 | C | C | C | C | C | C |
| 12456 | rs3725586 | X | 152064890 | C | C | C | C | C | C |
| 12457 | rs6380375 | X | 152603815 | A | A | A | A | A | A |
| 12458 | rs6159029 | X | 153185456 | C | C | C | C | C | C |
| 12459 | rs3090488 | X | 153519220 | G | G | G | G | G | G |
| 12460 | rs2020547 | X | 154096126 | C | C | C | C | C | C |
| 12461 | rs6404010 | X | 154136916 | A | A | A | A | A | A |
| 12462 | rs4136868 | X | 154483405 | G | G | G | A | G | G |
| 12463 | rs3721473 | X | 154515779 | A | A | A | G | A | A |
| 12464 | rs6362954 | X | 154541294 | A | A | A | G | A | A |
| 12465 | rs6229527 | X | 154972568 | A | A | A | A | A | A |
| 12466 | rs8255442 | X | 155223720 | A | A | A | A | A | A |
| 12467 | rs3715986 | X | 155494737 | C | C | C | A | C | C |
| 12468 | rs6181649 | X | 156091461 | G | G | G | G | G | G |
| 12469 | rs6237998 | X | 156523757 | C | C | C | C | C | C |
| 12470 | rs3693969 | X | 157230117 | G | G | G | A | G | G |
| 12471 | rs6299123 | X | 157710332 | G | G | G | G | G | G |
| 12472 | rs6216139 | X | 158229294 | G | G | G | G | G | G |
| 12473 | rs6272251 | X | 159085629 | A | A | A | A | A | A |

# Supplementary material for: DNA variation and brain region-specific expression profiles exhibit different relationships between inbred mouse strains: implications for eQTL mapping studies
**Source:** Genome Biol. 2007 Feb 26;8(2):R25. doi: 10.1186/gb-2007-8-2-r25
**Supplement:** Additional data file 5 — This file contains the genomic start and end positions of genes used in the eQTL analysis.

## 2610510B01Rik ///

Hist1h2bc ///  
 Hist1h2be ///  
 Hist1h2bl ///  
 Hist1h2bm ///

Rps6 ///  
 LOC214738 ///  
 LOC216036 ///  
 LOC236932 ///  
 LOC434404 ///

|       |              |        |        |        |    |           |           |   |
|-------|--------------|--------|--------|--------|----|-----------|-----------|---|
| 11298 | 1421193_a_at | Region | Pbx3   | 18516  | 2  | 34104071  | 34304198  | - |
| 11299 | 1438670_at   | Region | Ptpn1  | 19246  | 2  | 167396315 | 167485652 | + |
| 11300 | 1422431_at   | Region | Magee1 | 107528 | X  | 99721786  | 99725292  | + |
| 11301 | 1416780_at   | Region | Pfkm   | 18642  | 15 | 98187678  | 98208013  | + |
| 11302 | 1423363_at   | Region | Sort1  | 20661  | 3  | 108079874 | 108157253 | + |
| 11303 | 1415804_at   | Region | Cx3cl1 | 20312  | 8  | 94056398  | 94066599  | + |
| 11304 | 1450990_at   | Region | Gpc3   | 14734  | X  | 46793222  | 47134717  | - |
| 11305 | 1438651_a_at | Region | Agtrl1 | 23796  | 2  | 84834149  | 84837672  | + |

#### Hist1h4d /// Hist1h4j

|       |              |        |               |        |    |           |           |   |
|-------|--------------|--------|---------------|--------|----|-----------|-----------|---|
| 11306 | 1431658_at   | Region | /// Hist1h4k  | 319156 | 13 | 23061479  | 23061790  | + |
| 11307 | 1448402_at   | Region | Tln1          | 21894  | 4  | 43447441  | 43472672  | - |
| 11308 | 1426032_at   | Region | Nfatc2        | 18019  | 2  | 167988261 | 168098994 | - |
| 11309 | 1439443_x_at | Region | Tkt           | 21881  | 14 | 28683743  | 28709316  | + |
| 11310 | 1438641_x_at | Region | 1500016O10Rik | 68952  | 7  | 120873047 | 120879946 | + |
| 11311 | 1428400_at   | Region | 2200002K05Rik | 69137  | 9  | 15076342  | 15096777  | + |
| 11312 | 1455037_at   | Region | Plxna2        | 18845  | 1  | 194358488 | 194552987 | + |
| 11313 | 1436062_at   | Region | Arcn1         | 213827 | 9  | 44730423  | 44756652  | - |
| 11314 | 1449412_at   | Region | 1810046J19Rik | 103742 | 11 | 98258812  | 98260057  | - |
| 11315 | 1434333_a_at | Region | Prkd2         | 101540 | 7  | 13794089  | 13821505  | + |
| 11316 | 1434677_at   | Region | Hps5          | 246694 | 7  | 40845814  | 40881026  | - |
| 11317 | 1445929_at   | Region | Kcnk2         | 16526  | 1  | 188922773 | 189058672 | - |
| 11318 | 1438054_x_at | Region | Ppp2r2c       | 269643 | 5  | 35375082  | 35461590  | + |
| 11319 | 1428288_at   | Region | 2310051E17Rik | 70273  | 19 | 22403452  | 22406756  | + |
| 11320 | 1433554_at   | Region | AU022870      | 231874 | 5  | 143029522 | 143056466 | - |
| 11321 | 1455096_at   | Region | None          | None   | 12 | 91195053  | 91195851  | + |

#### Hk1 /// Rpl17 ///

#### LOC432963 ///

#### LOC545252 ///

|       |              |        |               |        |    |           |           |   |
|-------|--------------|--------|---------------|--------|----|-----------|-----------|---|
| 11322 | 1436822_x_at | Region | LOC545379     | 15275  | 10 | 62236465  | 62346218  | - |
| 11323 | 1439455_x_at | Region | Capza1        | 12340  | 3  | 104249759 | 104291308 | - |
| 11324 | 1438855_x_at | Region | Tnfaip2       | 21928  | 12 | 106918353 | 106928408 | + |
| 11325 | 1443546_at   | Region | Hdlbp         | 110611 | 1  | 93233431  | 93306299  | - |
| 11326 | 1444025_at   | Region | None          | None   | 2  | 55522400  | 55523103  | + |
| 11327 | 1446532_at   | Region | None          | None   | 15 | 92957497  | 92958118  | - |
| 11328 | 1457726_at   | Region | Rps15a        | 267019 | 7  | 111980231 | 111992004 | - |
| 11329 | 1434388_at   | Region | Mobkl2a       | 208228 | 10 | 80817003  | 80833604  | - |
| 11330 | 1417612_at   | Region | Ier5          | 15939  | 1  | 154988211 | 154990321 | - |
| 11331 | 1453372_at   | Region | Dnajc1        | 13418  | 2  | 18259145  | 18434517  | - |
| 11332 | 1416584_at   | Region | Man2b2        | 17160  | 5  | 35313433  | 35337139  | - |
| 11333 | 1417892_a_at | Region | Sirt3         | 64384  | 7  | 135265552 | 135284193 | - |
| 11334 | 1417627_a_at | Region | Limk1         | 16885  | 5  | 133669544 | 133702806 | - |
| 11335 | 1438040_a_at | Region | Tra1          | 22027  | 10 | 86665503  | 86680106  | - |
| 11336 | 1426678_at   | Region | 3110006P09Rik | 68036  | 15 | 36999940  | 37010315  | - |
| 11337 | 1454964_at   | Region | BC021395      | 225283 | 18 | 24716439  | 24758615  | - |
| 11338 | 1415876_a_at | Region | Rps26         | 27370  | 10 | 128361626 | 128363573 | - |
| 11339 | 1433605_at   | Region | Inpp5a        | 212111 | 7  | 133784822 | 133975505 | + |
| 11340 | 1437772_s_at | Region | Fuca1         | 71665  | 4  | 134802014 | 134821570 | + |
| 11341 | 1456944_at   | Region | C230009H10Rik | 320399 | 7  | 40517772  | 40518700  | + |
| 11342 | 1439235_x_at | Region | Tm2d2         | 69742  | 8  | 23740385  | 23746364  | + |
| 11343 | 1429166_s_at | Region | Clnn          | 94040  | 12 | 100215893 | 100309212 | - |
| 11344 | 1417140_a_at | Region | Ptpn2         | 19255  | 18 | 67896299  | 67955363  | - |
| 11345 | 1446048_at   | Region | Cdh11         | 12552  | 8  | 101922774 | 102074855 | - |
| 11346 | 1425753_a_at | Region | Ung           | 22256  | 5  | 113241844 | 113249965 | + |
| 11347 | 1434268_at   | Region | Adar          | 56417  | 3  | 89536967  | 89557589  | + |
| 11348 | 1418062_at   | Region | Eef1a2        | 13628  | 2  | 180864650 | 180873972 | - |
| 11349 | 1417688_at   | Region | BC004044      | 80752  | 5  | 137753158 | 137808121 | + |
| 11350 | 1447922_at   | Region | Stxbp5l       | 207227 | 16 | 35953363  | 36204390  | - |
| 11351 | 1418412_at   | Region | Tpd52l1       | 21987  | 10 | 31372578  | 31486119  | - |
| 11352 | 1457944_at   | Region | Etv6          | 14011  | 6  | 134792559 | 135023343 | + |
| 11353 | 1457736_at   | Region | Wbscr24       | 194309 | 5  | 134086393 | 134091758 | - |
| 11354 | 1448221_at   | Region | Bat1a         | 53817  | 17 | 32946813  | 32958600  | + |

#### Dph2l1 ///

|       |              |        |             |        |    |          |          |   |
|-------|--------------|--------|-------------|--------|----|----------|----------|---|
| 11355 | 1418335_a_at | Region | MGI:2179725 | 116905 | 11 | 74903301 | 74916132 | - |
| 11356 | 1438151_x_at | Region | Zdhhc14     | 224454 | 17 | 5400177  | 5659646  | + |

Rpl11 ///  
LOC235424 ///

BC003993 ///  
 LOC432468 ///  
 LOC432512 ///  
 LOC432823 ///  
 LOC432857 ///  
 LOC432890 ///  
 LOC432924 ///  
 LOC432932 ///  
 LOC433043 ///  
 LOC433244 ///  
 LOC433373 ///  
 LOC433596 ///  
 LOC433657 ///  
 LOC433893 ///  
 LOC433915 ///  
 LOC434014 ///  
 LOC434071 ///  
 LOC434166 ///

|       |              |        |               |        |    |           |           |   |
|-------|--------------|--------|---------------|--------|----|-----------|-----------|---|
| 17531 | 1424607_a_at | Region | LOC4          | 432468 | 10 | 66312437  | 66314332  | + |
| 17532 | 1439152_at   | Region | BC052066      | 234814 | 8  | 120453461 | 120463839 | - |
| 17533 | 1451480_at   | Region | E2f4          | 104394 | 8  | 104593291 | 104600998 | + |
| 17534 | 1452224_at   | Region | Morc3         | 338467 | 16 | 93003378  | 93047429  | + |
| 17535 | 1429629_at   | Region | Ezh1          | 14055  | 11 | 101012203 | 101049035 | - |
| 17536 | 1459911_at   | Region | D030068L24Rik | 237988 | 11 | 115203023 | 115215330 | + |
| 17537 | 1420174_s_at | Region | Tax1bp1       | 52440  | 6  | 52858073  | 52910809  | + |
| 17538 | 1427928_s_at | Region | Cdc91l1       | 228812 | 2  | 154735189 | 154814361 | - |
| 17539 | 1451244_a_at | Region | Zfp422        | 67255  | 6  | 117061320 | 117066281 | - |
| 17540 | 1417918_at   | Region | Mrpl11        | 66419  | 19 | 4751105   | 4753733   | + |
| 17541 | 1427056_at   | Region | Adams15       | 235130 | 9  | 30819450  | 30825116  | - |
| 17542 | 1437532_at   | Region | 2810055G22Rik | 108086 | 5  | 38        | 2110      | - |
| 17543 | 1434035_at   | Region | Dnajb6        | 23950  | 5  | 28186480  | 28217572  | + |
| 17544 | 1454236_a_at | Region | C030004A17Rik | 109229 | 9  | 35131009  | 35181307  | - |
| 17545 | 1451052_at   | Region | Cog8          | 97484  | 8  | 106338850 | 106354346 | - |
| 17546 | 1448643_at   | Region | Ssna1         | 68475  | 2  | 25197696  | 25204574  | - |
| 17547 | 1437102_at   | Region | Ythdf1        | 228994 | 2  | 180621335 | 180637894 | - |
| 17548 | 1441360_at   | Region | Rps6ka3       | 110651 | X  | 152855525 | 152962890 | + |
| 17549 | 1416457_at   | Region | Ddah2         | 51793  | 17 | 32762881  | 32765875  | + |
| 17550 | 1439635_at   | Region | Rgs9          | 19739  | 11 | 109046444 | 109119218 | - |
| 17551 | 1458876_at   | Region | Enah          | 13800  | 1  | 181864370 | 181978518 | - |
| 17552 | 1424835_at   | Region | Gstm4         | 14865  | 3  | 107836150 | 107840530 | - |
| 17553 | 1443399_at   | Region | AU021001      | 99801  | 3  | 85975567  | 85976162  | + |
| 17554 | 1458535_at   | Region | None          | None   | 17 | 34839479  | 34840343  | + |
| 17555 | 1453137_at   | Region | Fbxo30        | 71865  | 10 | 11158930  | 11174522  | + |
| 17556 | 1424033_at   | Region | Sfrs7         | 225027 | 17 | 78017474  | 78024683  | - |
| 17557 | 1428799_at   | Region | 4930431B11Rik | 75782  | 9  | 83721124  | 83770867  | - |
| 17558 | 1436877_at   | Region | Lrch2         | 210297 | X  | 140910434 | 140993991 | - |
| 17559 | 1441526_at   | Region | Mbtd1         | 103537 | 11 | 93733496  | 93766406  | + |
| 17560 | 1418546_a_at | Region | 1700095N21Rik | 76630  | 19 | 33523377  | 33571435  | + |
| 17561 | 1454679_at   | Region | D8Ertd457e    | 101994 | 8  | 13248344  | 13259184  | + |
| 17562 | 1433975_at   | Region | Cdk10         | 234854 | 8  | 122599724 | 122607137 | + |
| 17563 | 1441980_at   | Region | C030007I09Rik | 109250 | 3  | 131729850 | 131732085 | + |
| 17564 | 1438819_at   | Region | None          | None   | 1  | 52755942  | 52756828  | - |
| 17565 | 1438519_at   | Region | 4930429H24Rik | 75785  | 16 | 18869169  | 18899359  | + |
| 17566 | 1452818_at   | Region | Ttf2          | 74044  | 3  | 100364769 | 100395573 | - |
| 17567 | 1448024_at   | Region | B430320C24Rik | 319900 | 15 | 11653235  | 11653847  | - |
| 17568 | 1440200_at   | Region | 9630031F12Rik | 58227  | 5  | 44288471  | 44397958  | - |
| 17569 | 1417052_at   | Region | Psmb3         | 26446  | 11 | 97524521  | 97534587  | + |
| 17570 | 1460144_at   | Region | BC052040      | 399568 | 2  | 115095624 | 115292616 | + |
| 17571 | 1459701_x_at | Region | None          | None   | 4  | 97679915  | 97680167  | + |
| 17572 | 1441338_at   | Region | 5930412G12Rik | 319616 | 5  | 127749366 | 127770917 | - |
| 17573 | 1450022_at   | Region | Gtpbp1        | 14904  | 15 | 79743329  | 79772459  | + |
| 17574 | 1417794_at   | Region | Zfp261        | 56364  | X  | 96005746  | 96022210  | - |
| 17575 | 1434275_at   | Region | Nkd2          | 72293  | 13 | 69880109  | 69907684  | - |
| 17576 | 1441456_at   | Region | Mmp24         | 17391  | 2  | 155232322 | 155273266 | + |
| 17577 | 1423303_at   | Region | Paxip1        | 55982  | 5  | 26181592  | 26232266  | - |

|       |              |        |               |        |    |           |           |   |
|-------|--------------|--------|---------------|--------|----|-----------|-----------|---|
| 18093 | 1446321_at   | Region | B230208B08Rik | 319499 | 4  | 77275097  | 77275770  | + |
| 18094 | 1423299_at   | Region | Txn1          | 53382  | 18 | 63894960  | 63924518  | - |
| 18095 | 1422012_at   | Region | Crhr2         | 12922  | 6  | 55234412  | 55277297  | - |
| 18096 | 1435001_at   | Region | Plaa          | 18786  | 4  | 93544242  | 93578250  | - |
| 18097 | 1421854_at   | Region | Fgl2          | 14190  | 5  | 19824807  | 19830476  | + |
| 18098 | 1454290_at   | Region | 4930573O21Rik | 114670 | 9  | 3072735   | 3074305   | + |
| 18099 | 1426846_at   | Region | G630055P03Rik | 320394 | 8  | 105140522 | 105147852 | - |
| 18100 | 1448795_a_at | Region | Tbrg4         | 21379  | 11 | 6511211   | 6520811   | - |
| 18101 | 1456112_at   | Region | Tpr           | 108989 | 1  | 150229615 | 150286691 | + |
| 18102 | 1436550_at   | Region | Fbxo30        | 71865  | 10 | 11158930  | 11174522  | + |
| 18103 | 1451136_a_at | Region | Eif2b2        | 217715 | 12 | 82088696  | 82095811  | + |
| 18104 | 1437543_at   | Region | Fubp1         | 51886  | 3  | 151191900 | 151214173 | + |
| 18105 | 1418095_at   | Region | Smpx          | 66106  | X  | 151298523 | 151351994 | + |
| 18106 | 1425319_s_at | Region | 6530403A03Rik | 67797  | 13 | 37743845  | 37765948  | + |
| 18107 | 1424267_at   | Region | 1810043G02Rik | 67884  | 10 | 78087790  | 78093995  | + |
| 18108 | 1434989_at   | Region | A030001O10Rik | 503691 | 1  | 66990410  | 66991529  | + |
| 18109 | 1447931_at   | Region | Whsc1l1       | 234135 | 8  | 24322608  | 24439465  | + |
| 18110 | 1424998_at   | Region | Emr4          | 52614  | 17 | 53388173  | 53491657  | + |
| 18111 | 1450510_a_at | Region | None          | None   | 8  | 83678710  | 83904625  | + |
| 18112 | 1440082_at   | Region | Ptk2          | 14083  | 15 | 73233486  | 73423105  | - |
| 18113 | 1438065_at   | Region | BC021395      | 225283 | 18 | 24716439  | 24758615  | - |
| 18114 | 1417767_at   | Region | 1810044O22Rik | 66427  | 8  | 106448348 | 106485157 | + |
| 18115 | 1429213_at   | Region | 2310030N02Rik | 76947  | 4  | 10978015  | 11025490  | - |
| 18116 | 1446590_at   | Region | None          | None   | 7  | 101351774 | 101352419 | + |
| 18117 | 1453863_at   | Region | 3300002P09Rik | 70246  | 10 | 80531466  | 80532223  | + |
| 18118 | 1423632_at   | Region | Gpr146        | 80290  | 5  | 138378137 | 138391571 | + |
| 18119 | 1433937_at   | Region | Trp53bp2      | 209456 | 1  | 182387965 | 182421393 | + |

Bcl2a1a /// Bcl2a1b

|       |              |        |               |        |    |           |           |   |
|-------|--------------|--------|---------------|--------|----|-----------|-----------|---|
| 18120 | 1419004_s_at | Region | /// Bcl2a1d   | 12044  | 9  | 89087713  | 89096373  | + |
| 18121 | 1458640_at   | Region | None          | None   | 13 | 74232685  | 74233184  | + |
| 18122 | 1438058_s_at | Region | Ptov1         | 84113  | 7  | 38938217  | 38944997  | - |
| 18123 | 1453776_at   | Region | 5730407K14Rik | 101113 | 2  | 164242750 | 164244365 | + |
| 18124 | 1418680_at   | Region | Serpind1      | 15160  | 16 | 16102383  | 16114540  | + |
| 18125 | 1428037_at   | Region | Otoa          | 246190 | 7  | 114959005 | 115038655 | + |
| 18126 | 1428235_at   | Region | Sdhd          | 66925  | 9  | 50668672  | 50676143  | - |
| 18127 | 1455765_a_at | Region | Abcc8         | 20927  | 7  | 40189876  | 40191508  | - |
| 18128 | 1456274_at   | Region | C230071H18Rik | 399569 | 2  | 92895734  | 92898091  | + |
| 18129 | 1435440_at   | Region | Pdzk8         | 107368 | 19 | 58896247  | 58899785  | - |
| 18130 | 1417980_a_at | Region | Insig2        | 72999  | 1  | 121067561 | 121095788 | - |
| 18131 | 1459910_at   | Region | Tnks          | 21951  | 8  | 33630639  | 33689219  | - |
| 18132 | 1445861_at   | Region | Usp25         | 30940  | 16 | 76100019  | 76202730  | + |
| 18133 | 1456303_at   | Region | None          | None   | 6  | 12005918  | 12006184  | + |
| 18134 | 1450484_a_at | Region | Tyki          | 22169  | 12 | 23014305  | 23024800  | + |
| 18135 | 1440277_at   | Region | AU041474      | 99229  | 2  | 181250091 | 181250809 | + |
| 18136 | 1445108_at   | Region | Lphn3         | 319387 | 5  | 80275281  | 81049432  | + |
| 18137 | 1451604_a_at | Region | Acvrl1        | 11482  | 15 | 101186060 | 101201176 | + |
| 18138 | 1424571_at   | Region | Ddx46         | 212880 | 13 | 54268652  | 54296831  | + |
| 18139 | 1422938_at   | Region | Bcl2          | 12043  | 1  | 106479000 | 106655083 | - |
| 18140 | 1428360_x_at | Region | Ndufa7        | 66416  | 17 | 31523009  | 31536811  | + |
| 18141 | 1432852_at   | Region | Phactr1       | 218194 | 13 | 42242828  | 42700966  | + |
| 18142 | 1454842_a_at | Region | B3galnt2      | 97884  | 13 | 13397005  | 13441487  | + |
| 18143 | 1450509_at   | Region | Chst11        | 58250  | 10 | 82872541  | 83080006  | + |
| 18144 | 1458028_at   | Region | None          | None   | 11 | 78571764  | 78572530  | + |
| 18145 | 1437715_x_at | Region | Apex1         | 11792  | 14 | 46019661  | 46021778  | + |
| 18146 | 1445200_at   | Region | None          | None   | 14 | 115621774 | 115622195 | + |
| 18147 | 1452466_a_at | Region | Rbm6          | 19654  | 9  | 107841550 | 107940685 | - |
| 18148 | 1439813_at   | Region | Sppl3         | 74585  | 5  | 114199863 | 114200682 | + |
| 18149 | 1438890_at   | Region | Fbxl11        | 225876 | 19 | 4106596   | 4187056   | - |
| 18150 | 1450580_at   | Region | Gpr45         | 93690  | 1  | 43247681  | 43330167  | + |
| 18151 | 1420774_a_at | Region | 4930583H14Rik | 67749  | 3  | 51020380  | 51028473  | - |
| 18152 | 1441306_at   | Region | 6820408C15Rik | 228778 | 2  | 151872523 | 151901264 | + |
| 18153 | 1457745_at   | Region | Gpr4          | 319197 | 7  | 16090199  | 16092985  | + |
| 18154 | 1426316_at   | Region | 6330416G13Rik | 230279 | 4  | 62651547  | 62677546  | + |
| 18155 | 1448619_at   | Region | Dhcr7         | 13360  | 7  | 138237063 | 138262306 | + |

Myl6 /// LOC432856  
/// LOC433297 ///

|       |              |        |               |       |    |           |           |   |
|-------|--------------|--------|---------------|-------|----|-----------|-----------|---|
| 21679 | 1434396_a_at | Strain | LOC546126     | 17904 | 10 | 128227888 | 128230852 | - |
| 21680 | 1418702_a_at | Strain | 2810428I15Rik | 66462 | 8  | 69659864  | 69662106  | - |
| 21681 | 1431669_at   | Strain | 4930583I09Rik | 78057 | 17 | 62534920  | 62538468  | - |
| 21682 | 1457515_at   | Strain | Hipk1         | 15257 | 3  | 103171062 | 103218570 | - |
| 21683 | 1460237_at   | Strain | Trim8         | 93679 | 19 | 46050008  | 46064111  | + |
| 21684 | 1416670_at   | Strain | Setdb1        | 84505 | 3  | 94811356  | 94845004  | - |
| 21685 | 1456209_x_at | Strain | Klf13         | 50794 | 7  | 57665144  | 57712634  | - |
| 21686 | 1434691_at   | Strain | None          | None  | 15 | 96479068  | 96480977  | - |
| 21687 | 1445847_at   | Strain | None          | None  | 13 | 57521233  | 57522123  | + |
| 21688 | 1432719_at   | Strain | 4833412K13Rik | 74607 | 1  | 78754094  | 78755563  | - |

|       |              |        |               |        |      |           |           |      |
|-------|--------------|--------|---------------|--------|------|-----------|-----------|------|
| 22009 | 1423943_at   | Strain | Dus1l         | 68730  | 11   | 120610295 | 120617488 | -    |
| 22010 | 1437255_at   | Strain | Zbtb7         | 16969  | 10   | 81272657  | 81283255  | +    |
| 22011 | 1441529_at   | Strain | B3gnt1        | 53625  | 11   | 22729537  | 22754478  | -    |
| 22012 | 1455541_a_at | Strain | 4430402l18Rik | 381218 | 19   | 28175661  | 28216751  | -    |
| 22013 | 1444419_at   | Strain | Prcp          | 72461  | 7    | 86915848  | 86974762  | +    |
| 22014 | 1442540_at   | Strain | C77609        | 96961  | 2    | 96165620  | 96166148  | +    |
| 22015 | 1442996_x_at | Strain | None          | None   | NONE | NONE      | NONE      | NONE |
| 22016 | 1419177_at   | Strain | D8Erttd531e   | 52348  | 8    | 39455470  | 39493394  | +    |
| 22017 | 1459612_at   | Strain | Plekhe1       | 98432  | 1    | 106112969 | 106335347 | +    |
| 22018 | 1437748_at   | Strain | Fut11         | 73068  | 14   | 19056280  | 19061509  | +    |
| 22019 | 1427727_x_at | Strain | Psg19         | 26439  | 7    | 15659846  | 15668568  | -    |
| 22020 | 1425918_at   | Strain | Egln3         | 112407 | 12   | 50934400  | 50959266  | -    |
| 22021 | 1435071_at   | Strain | Zfyve1        | 217695 | 12   | 80410951  | 80458920  | -    |
| 22022 | 1424304_at   | Strain | Tpcn2         | 233979 | 7    | 139669045 | 139699049 | -    |
| 22023 | 1448714_at   | Strain | Rngtt         | 24018  | 4    | 33589223  | 33781403  | +    |
| 22024 | 1421308_at   | Strain | Car13         | 71934  | 3    | 14638758  | 14659380  | +    |
| 22025 | 1449847_a_at | Strain | Col4a3bp      | 68018  | 13   | 92734071  | 92828876  | +    |
| 22026 | 1460162_at   | Strain | D8Erttd124e   | 52176  | 8    | 60137958  | 60138855  | +    |
| 22027 | 1438330_at   | Strain | LOC436230     | 436230 | X    | 130339413 | 130348302 | +    |
| 22028 | 1451682_at   | Strain | Zfp142        | 77264  | 1    | 74868909  | 74890473  | -    |
| 22029 | 1448876_at   | Strain | Evc           | 59056  | 5    | 35805685  | 35843373  | -    |
| 22030 | 1442205_at   | Strain | None          | None   | 13   | 99957448  | 99957928  | +    |
| 22031 | 1451725_a_at | Strain | Psmd4         | 19185  | 3    | 94520536  | 94530376  | -    |
| 22032 | 1444387_at   | Strain | Nmt2          | 18108  | 2    | 3201559   | 3243640   | +    |
| 22033 | 1457206_at   | Strain | Zfp521        | 225207 | 18   | 13876625  | 14161173  | -    |
| 22034 | 1433151_at   | Strain | 4933415B22Rik | 71178  | 5    | 111437201 | 111438462 | +    |
| 22035 | 1441402_at   | Strain | Csrp2bp       | 228714 | 2    | 143825971 | 143864569 | +    |
| 22036 | 1429890_at   | Strain | A930007D18Rik | 77789  | 4    | 82457935  | 82459213  | +    |
| 22037 | 1430175_at   | Strain | 4930588G05Rik | 78817  | 10   | 105416530 | 105419021 | -    |
| 22038 | 1439193_at   | Strain | Prrxl1        | 107751 | 14   | 30736662  | 30786328  | +    |
| 22039 | 1437994_x_at | Strain | 2700087H15Rik | 70427  | 10   | 79660963  | 79675809  | -    |
| 22040 | 1427843_at   | Strain | Al840826      | 407243 | 2    | 167099958 | 167170277 | -    |
| 22041 | 1446165_at   | Strain | 4930420O11Rik | 328329 | 13   | 98930827  | 99546711  | -    |
| 22042 | 1447580_at   | Strain | None          | None   | 11   | 97668168  | 97668311  | -    |
| 22043 | 1439344_at   | Strain | Stag1         | 20842  | 9    | 100545170 | 100860091 | +    |
| 22044 | 1421578_at   | Strain | Ccl4          | 20303  | 11   | 83390576  | 83392669  | +    |
| 22045 | 1458339_at   | Strain | Cdadc1        | 71891  | 14   | 54094451  | 54133002  | -    |
| 22046 | 1458103_at   | Strain | Ncor1         | 20185  | 11   | 62043183  | 62164152  | -    |
| 22047 | 1427493_at   | Strain | 2610207F23Rik | 67161  | 3    | 41056512  | 41247364  | -    |
| 22048 | 1431768_a_at | Strain | Hrmt1l3       | 71974  | 7    | 43892468  | 43972375  | +    |

How the deposited data were processed for this re-analysis (not part of the article)

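RNA of 5 brain regions (bed nucleus of the stria terminalis, hippocampus, hypothalamus, periaqueductal gray and pituitary gland) from 6 inbred mouse strains was measured on 61 one-colour Affymetrix arrays, with 2 arrays for 29 of the 30 groups of strain and region and 3 arrays for the other group. The authors made the deposited intensity values by processing the scanned arrays in the TeraGenomics system (absolute analysis), which gives one background-corrected and globally scaled signal for each probe set on a linear scale; the version of the system and the scaling target were not found in the sources used here. The means per array lie between 180.5 and 200.5, 5.36% of the values are below 0, and the values were used as deposited, with no further scaling. Replicate arrays of a group correlated with a median r of 0.979. The Present calls and the scanned images are not used here, so no filter on detection was applied and the share of each signal that is background is not known. Strain, region, age, replicate number and number of pooled mice were read from the sample labels. Replicate numbers were not taken to pair arrays of different groups.

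To follow the paper's definitions, a regression of the signals on strain, region and their interaction with sum-to-zero coding was fitted to all 61 arrays in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. A probe set was strain-specific when its F p for strain was under 0.01 and smaller than that for region, and region-specific when its F p for region was under 0.01 and not larger than that for strain. The interaction was tested by a two-way analysis of 60 arrays, without the C3H/HeJ bnst array that correlated least with the other 2. The paper included only genes scored as Present in one of the files, a filter that was not applied here, and the p values are those of the F distribution; the permutations of the arrays that the paper describes (99) were run as an alternative.

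The differences of single regions and strains, the interaction and the differences between 129S6/SvEvTac and A/J were tested with limma 3.58.1 in R 4.3.3 (lmFit with a mean for each of the 30 groups and eBayes with a trend), on log2 of the signal after values under the 20th percentile of all values (12.8) had been raised to it. The residual has 31 degrees of freedom and the prior a median of 3.44. The p values were Benjamini-Hochberg adjusted within each comparison over the 44065 probe sets that rise above the floor on at least 1 array, and a probe set was called at an adjusted p under 0.05. A log2 difference of a probe set near the floor is smaller than it would be without the floor.

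The 15 gene lists were fixed before the data were examined, as were the designs, the rule for the genes named and all the alternatives that are not said to have been added later. The lists are pituitary hormones and regulators, hypothalamic neuropeptides and transmitters, hippocampal principal neurons, striatal medium spiny neurons, ventral forebrain GABAergic neurons, midbrain and brainstem neurons, thalamic neurons, oligodendrocytes and myelin, astrocytes, microglia, endothelial cells, red blood cells, choroid plexus, immediate early genes, and genes with known DNA variants between inbred strains. They hold 178 genes, each given by the probe set with the highest mean signal among those that name a single gene; 14 of the genes are named by no such probe set and were not measured; their names are not reported here. Each list was tested in the 5 region and 6 strain comparisons with camera of limma at a preset correlation of 0.01, adjusted over all 165 tests, and again with an estimated correlation and with fry.

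The genes named in the text are every probe set of Penk and Foxp1; the members of the lists; for each region, the 5 genes with the largest higher value among those called and higher in all 6 strains; for each strain, the 5 with the largest difference among those called and in the same direction in all 5 regions; the 10 with the smallest interaction p; the 10 strain-specific genes with the smallest cis p; and, for each region, the 3 with the largest difference in each direction between 129S6/SvEvTac and A/J among those called in opposite directions in 2 regions. Not all of these genes are described. The values of Penk and Foxp1 in Figure 2 had been seen when the rule was written.

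Strain distances by expression are the square root of 2 (1 - Pearson r) over mean signals, and SNP distances are the share of differing alleles over the 12473 SNPs of Additional data file 4, in which 129S1/SvImJ stands for 129S6/SvEvTac. Mantel tests were one-sided and exact over all 720 orders of the strains, adjusted over 10 tests with SNPs and over 20 tests between regions. Trees were built by average linkage. For cis associations, the signal was regressed on region and the allele of each of the 8775 SNPs with 2 alleles and no missing genotype, within 4 Mb of the gene position in Additional data file 5 (NCBI Build 34), and a probe set counted when a SNP reached a p at or under 0.001. Additional data files 1 and 5 were read in part. From the first, 1999 probe sets were read, and from the second, 12576 region-specific and 2235 strain-specific ones. The trans counts of the paper were not analysed here.

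The regression F, limma's test between strains, the Mantel test and the cis regression were tried on simulated data. The regression F found 91% of 100 simulated strain differences of 0.5 on the log2 scale and 100% of those of 1, with 1.34% of 22318 unchanged probe sets past the threshold. Limma found 82 and 99 of 100, and called 16 unchanged probe sets of the 44065. Random distances gave a Mantel p under 0.05 in 6.5% of 200 draws. The cis regression found 99% of 200 allele effects of 2 residual SD and 0% of 2000 probe sets with no effect. The probe sets with no effect were tested with 1 SNP pattern and not with all SNPs of a window. The 0% therefore does not give the false positive rate of the cis call.

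The alternatives changed the scale, the floor (5th and 40th percentile), the scaling (quantile, or the same median on each array), the filter on low signals, the variance model, the arrays (each left out in turn, or all arrays of a replicate number), the replicate number as a block, the distances, the SNPs, the gene sets, and the window, threshold and model of the cis test. Chance was assessed by 100 groupings of the arrays. Figures were drawn with matplotlib 3.10.9.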

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

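The tests of Gh within strain groups, of the hormones with Gh and of the signals as percentages of the pituitary level were chosen only after the results had been seen.

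The difference between 129S6/SvEvTac and A/J was not the same in the 5 regions for Penk (adjusted p = 0.00846, limma) and for 4 of the 8 probe sets of Foxp1 (adjusted p = 0.00744, 0.000934, 0.000538 and 0.000994, limma). The same test passed for 1631 probe sets, and 163 probe sets were called in opposite directions in 2 regions. Over all 6 strains, 4990 probe sets had an interaction of strain and region. These are differences between groups, tested as such.

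Some arrays held transcripts typical of a tissue other than the region sampled, on which the paper does not report. The highest signal of Gh was 3002 in the bnst, 2130 in the hippocampus, 5421 in the hypothalamus and 4235 in the pag, where the medians were 268, 44.7, 751 and 156. Prolactin (Prl) reached 1167 in the hypothalamus, with a median of 75.8. Ttr reached 8514 in the bnst, with a median of 5571, and ranged from 607 to 6055 in the hippocampus, with a median of 1464, while its median in the hypothalamus was 50.9. Mbp reached 3414 in a pituitary array.

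For the pituitary hormones in brain arrays, the 50 other genes with the largest pituitary excess had a median correlation with Gh of 0.0365 over the 49 brain arrays, against a highest value of 0.0722 in 100 random sets of 50 genes, and this argues against pituitary RNA in the share that the Gh signal alone would give. That bound, under 0.1 and set before the values were seen, assumed that Gh rises in proportion to its RNA. Gh had the highest signal of all probe sets on each of the 12 pituitary arrays, so a smaller share stays open. On the C57BL/6J hypothalamus array with the most Gh, Gh stood at 45.9% of its pituitary median and Prl at 12.6%. Pomc stood at 7.76%, Cga at 4.15%, Lhb at 1.26% and Fshb at 0.609%. The mean of the 50 genes lay above the median of the hypothalamus arrays by 0.446% of their pituitary mean. The hormone percentages, unlike that of the 50 genes, include the usual hypothalamus signal. Cga was at 360.7 on that array, below its hypothalamus median of 432.9, and so showed no excess. Pomc was at 725.8 against a median of 521.8, Prl at 1167 against 75.8 and Gh at 5421 against 751. Prl correlated with Gh at r = 0.913 over the brain arrays centred by region (Spearman's rho 0.903, permutation p = 0.0001 for both, the smallest that these permutations give; r = 0.896 without the 2 arrays farthest from the median of Gh), and Pomc, Cga, Lhb and Fshb did so at 0.613, 0.585, 0.461 and 0.364 (rho 0.506, 0.532, 0.385 and 0.171; permutation p = 0.0001, 0.0002, 0.001 and 0.0075 for r and 0.0002, 0.0004, 0.0079 and 0.0571 for rho; r = 0.527, 0.468, 0.365 and 0.259 without those 2 arrays). The intraclass correlation of Gh within groups was 0.292 (permutation p = 0.0729), which lies between the bounds set for a strain difference. Pituitary RNA and a difference in hormone expression between strains cannot be told apart here, because no measure of tissue purity other than the transcripts was used, and hormone expression in the brain regions themselves was not tested.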

How the results depend on the processing

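The tests with pituitary and choroid plexus genes as covariates, and those of the allele effect in a single region, were chosen only after the data had been seen. Under the alternatives set before, 997 of 1070 values kept their direction and their side of the threshold or stayed within the limits set for a change, 20 lost and 11 gained a call, and 42 moved; of 99 values under the alternatives added later, 83 stayed, 2 lost and 1 gained a call, and 13 moved. No called value changed sign. When arrays were left out, 2773 of 2876 values stayed, 46 lost and 4 gained a call, and 53 moved. The counts of probe sets that differ between strains or regions by limma, and those of region-specific probe sets, stayed within 1.5 times their value under every alternative tried. Signal over background limits the differences of weak probe sets, since values under the floor of 12.8 are set equal to it. Unless a cause is given, the cause was not tested.

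With only probe sets above the median of mean signals, so that fewer were tested, there were 2293 strain-specific probe sets (3997 over all), 10516 higher in the pituitary gland, and 2318 called in a region and not on average between 129S6/SvEvTac and A/J, and 31.3% of region-specific probe sets had a cis association. With the floor at the 5th percentile, 854 probe sets were higher in the 129S6/SvEvTac hypothalamus than in that of A/J. Quantile normalization gave 2057 lower in DBA/2J and moved the share of higher calls there from 44.5% to 58.2%. Scaling each array to the same median shifted no comparison's median log2 value by more than 0.0924, but gave 6459 lower in the bnst, 2530 higher in 129S6/SvEvTac, 2233 higher in A/J, 2627 higher and 7547 lower in C57BL/6J, and 7751 higher and 1838 lower in DBA/2J. Between 129S6/SvEvTac and A/J it gave 943 lower in the bnst, 495 lower in the hippocampus, 666 higher in the hypothalamus, 508 higher in the pag, 1018 higher in the pituitary gland and 61 in opposite directions. The share of higher calls went from 41.5% to 55.4% in the bnst, 39.5% to 51.1% in the hippocampus, 53.0% to 42.7% in 129S6/SvEvTac, 52.95% to 25.8% in C57BL/6J and 44.5% to 80.8% in DBA/2J, and between 129S6/SvEvTac and A/J from 47.6% to 64.2% in the bnst, 41.7% to 56.2% in the hippocampus, 55.3% to 40.7% in the hypothalamus, 55.5% to 41.2% in the pag and 58.5% to 43.7% in the pituitary gland. These calls ended under this scaling (log2 difference, adjusted p of limma): Penk in the bnst (-0.73, 0.115) and the pituitary gland (0.83, 0.0747), and the Foxp1 probe set with the highest mean in the bnst (-0.27, 0.416), the pag (-0.60, 0.0559) and the pituitary gland (-0.51, 0.0935). With the covariates, 886 were higher in the 129S6/SvEvTac bnst than in that of A/J, and 545 higher and 528 lower in the hypothalamus; Penk and Foxp1 in the bnst were at -0.97 and -0.44 (adjusted p = 0.0847 and 0.0857, limma). With the replicate number as a block there were 3901 strain-specific probe sets. The residuals of arrays with the same number in 2 regions of a strain correlated between -0.328 and 0.413, and above 0.1 in 3 of 10 pairs in 129S6/SvEvTac, 5 in A/J, 1 in C3H/HeJ, 4 in FVB/NJ and 0 in C57BL/6J and DBA/2J.

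The Mantel correlation of the strain-specific probe sets with SNPs in the pituitary gland passed on log2 signals (0.686, exact adjusted p = 0.0313), with Spearman distances (0.607, exact adjusted p = 0.0185) and with the paper's own list (0.51, exact adjusted p = 0.0472), and so did that in the bnst with the list (0.725, exact adjusted p = 0.0174). With centred probe sets the pag fell to 0.329, the region-specific correlations were -0.187 in the bnst, -0.109 in the hypothalamus and -0.00541 in the pituitary gland, and 0 pairs of regions passed for the region-specific probe sets, as with gene sets chosen by limma (0). The cis shares of strain-specific and region-specific probe sets were 82.6% and 23.4% within 2 Mb, 90.1% and 29.05% within 5 Mb, and 79.8% and 16.2% at a p of 0.0001; region-by-allele terms gave 30.04% for the latter. With the allele effect of a single region they were 47.4% and 8.80% in the bnst, 42.5% and 8.32% in the hippocampus, 44.6% and 5.90% in the hypothalamus, 39.7% and 7.38% in the pag, and 50.65% and 21.7% in the pituitary gland. Of 165 tests of gene lists, 51 passed by camera, 32 with an estimated correlation and 79 with fry.

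With a single array left out of a group, the lone array is assumed to vary like the other groups. Without all arrays of a replicate number, most groups hold a lone array, which leaves almost no residual for a model with the interaction. The strain-specific count ranged from 2561 (without replicate 2) to 4745, and was 2647 without replicate 1; the limma interaction count ranged from 4040 to 8451 (without 129S6/SvEvTac hypothalamus replicate 1). Between 129S6/SvEvTac and A/J the ranges were 570 to 1678 higher and 479 to 3385 lower in the bnst, 372 to 966 and 505 to 1385 in the hippocampus, 408 to 4156 and 366 to 2712 in the hypothalamus, 540 to 2060 and 403 to 898 in the pag, 1120 to 2491 and 939 to 1772 in the pituitary gland, 104 to 446 in opposite directions, 6954 to 13034 in at least 1 region and 2891 to 6211 not on average. Higher and lower counts that changed by more than 1.5 times were, in the bnst, 739 and 924 without 129S6/SvEvTac replicate 1, 570 and 479 without its replicate 2, 3385 lower without A/J replicate 1 and 579 and 497 without A/J replicate 2; in the hippocampus, 389 and 550 without 129S6/SvEvTac replicate 1, 427 and 609 without its replicate 2 and 372 and 505 without A/J replicate 2; in the hypothalamus, 4156 and 2712 without 129S6/SvEvTac replicate 1, 597 and 366 without its replicate 2, 625 and 615 without A/J replicate 1 and 408 and 425 without A/J replicate 2; in the pag, 2060 higher without 129S6/SvEvTac replicate 1, 557 and 493 without its replicate 2, 568 higher without A/J replicate 1 and 540 and 403 without A/J replicate 2; and in the pituitary gland, 1455 and 1070 without 129S6/SvEvTac replicate 2 and 1120 and 939 without A/J replicate 1. Without 129S6/SvEvTac hypothalamus replicate 1 there were 446 in opposite directions, 13034 in at least 1 region and 6211 not on average; without A/J bnst replicate 1, 283 in opposite directions and 5523 not on average; and without 129S6/SvEvTac hippocampus replicate 1, 104 in opposite directions. Leaving out 1 of its 4 arrays, Penk ranged from -1.05 to -0.79 in the bnst and 0.75 to 1.12 in the pituitary gland, and Foxp1 from -0.55 to -0.37 in the bnst, 0.50 to 0.63 in the hippocampus, -0.72 to -0.19 in the pag and -0.51 to -0.31 in the pituitary gland. With 1 replicate number left out, the strain-specific Mantel correlations with SNPs were 0.543 to 0.795 in the bnst, 0.448 to 0.667 in the hippocampus, 0.332 to 0.743 in the hypothalamus and 0.294 to 0.683 in the pituitary gland, and the region-specific ones -0.179 to 0.63 in the hypothalamus and -0.352 to 0.0558 in the pag. The pairs of regions that passed were 2 to 6 of 10 for strain-specific (9 with all arrays) and 0 to 0 for region-specific probe sets (1 with all arrays), and the cis shares were 64.5% to 66.6% and 10.01% to 11.5%, with fewer arrays.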

Differences from the paper's values

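The tests of the allele effect in a single region, of probe sets with a SNP in the window and of the 99 permutations joined with the filter on the highest signals were chosen only after the values had been seen.

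The paper gives 2235 strain-specific probe sets, 5.0% of all, and the count here was 3997, or 8.87%. The paper's count covers genes scored as Present in one of the files, a filter that was not applied here, and whether it accounts for the difference was not tested; of the paper's 2235 probe sets, 2221 were strain-specific here. Of the alternatives set before the data were examined, the filter on mean signals above the median (2293, 5.09%) came within the limit set for a difference. The analyses without replicate 1 and without replicate 2 did so too. They hold a lone array in most groups, which leaves almost no residual for a model with the interaction. Their nearness to the paper's count is therefore not a comparison of like with like. Log2 signals (4064, 9.02%), the 99 permutations of the arrays (4371, 9.71%), the filter on the highest signals (3588, 7.97%), quantile normalization (4057, 9.01%), median scaling (4632, 10.3%), the replicate number as a block (3901, 8.66%), the additive model (3840, 8.53%), limma's F test (4204, 9.33%) and each single array left out (3796 to 4745, 8.43% to 10.54%) did not, nor did the 99 permutations joined with that filter (3813, 8.47%), chosen after seeing the values.

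For the strain-specific probe sets in the pag, the paper's Mantel correlation with SNP distances is 0.715, and it was 0.767 here. Log2 signals (0.69), the gene sets of limma (0.747), the paper's own list of probe sets (0.714) and the analysis without replicate 1 (0.723) came within the spread between replicates, and Spearman distances (0.634), centred probe sets (0.329), the SNPs with no missing genotype (0.767), the filter on the highest signals (0.771) and the analysis without replicate 2 (0.786) did not. The paper's Mantel p is 0.008 in the bnst and 0.002 in the hippocampus, from random permutations, and the exact p over all 720 orders was 0.0278 and 0.00417. With the paper's own list of probe sets the correlation in the bnst was 0.725, at an adjusted exact p of 0.0174, against an adjusted p of 0.0667 as reported here. For the difference between the 2 kinds of probe sets the paper's p is 0.006, by a paired t-test. The exact sign-flip permutation p here was 0.063, the smallest that 5 regions allow. This test cannot fall under 0.05 at any setting. The 7 alternatives set before and the analyses without replicate 1 or replicate 2 therefore say nothing about its stability.

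The paper finds a cis association for 1015 strain-specific and 1940 region-specific probe sets, 48% and 10% of those tested, and the counts here were 1911 and 3443, or 88.7% and 27.8%. The analyses without replicate 1 (64.5% and 10.01%) and without replicate 2 (66.6% and 11.5%) came within the limit. The windows of 2 Mb (82.6% and 23.4%) and 5 Mb (90.1% and 29.05%), a p of 0.0001 (79.8% and 16.2%), log2 signals (88.7% and 27.6%), region-by-allele terms (88.7% and 30.04%) and the filter on mean signals (89.2% and 31.3%) did not. Neither did the classes found here (88.7% and 27.8%), but these could be tested only for probe sets with a position in Additional data file 5. Of the 2235 strain-specific probe sets listed there, 2221 were strain-specific here, so this alternative could hardly differ. The allele effect in a single region, chosen after seeing the values, came within the limit for both classes in the bnst (47.4% and 8.80%), the hippocampus (42.5% and 8.32%) and the pag (39.7% and 7.38%), and for the strain-specific class alone in the hypothalamus (44.6%, with 5.90%) and the pituitary gland (50.65%, with 21.7%); the paper's calls for each probe set are not in the tables used here, so how many of them it drops could not be counted. Taking only probe sets with a SNP in the window, also chosen after seeing the values, gave 89.4% and 28.1%. No alternative was set for the counts. The paper tested 18868 region-specific probe sets with a SNP in the window and 12261 were tested here, because the table that gives their positions was read in part.

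The paper's Figure 2 shows signed folds of Foxp1 between 129S6/SvEvTac and A/J of about 2.3 in the hippocampus, about -1.4 in the hypothalamus, about -1.8 in the pag and about -1.5 in the bnst (Fig. 2, read by eye). The probe set with the highest mean signal gave 1.48, -1.1, -1.39 and -1.38, and no alternative was set for these folds. A further probe set of Foxp1 gave 2.25, -1.44, -1.77 and -1.47, which differ from the figure by less than the spread between replicates. For Penk in the same figure the values match within that spread.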

Other observations

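The tests of the probe sets that differ by more than 2-fold, of the shares of lower calls under other scalings and of groupings for the regression were chosen only after the results had been seen.

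The microglial list passed by camera in 2 of the strains, and with an estimated correlation only in 129S6/SvEvTac. By fry it also passed in A/J and FVB/NJ, and single genes of the list were called in every strain. In 129S6/SvEvTac, 7 of 10 were lower than in the mean of the other 5 strains (7 when adjusted over the list alone; camera, adjusted p = 2.85e-04, and adjusted p = 0.0163 with an estimated correlation), with C1qa at 194 ± 70.4 (SD, n = 10 arrays) against 288 ± 94.5 (n = 51), a log2 difference of -0.56 (standard error 0.060, adjusted p = 5.91e-09, limma), and Aif1, Itgam, Cx3cr1 and Tyrobp differing by -0.54, -0.48, -0.37 and -0.35. In C57BL/6J, 4 were higher (5 over the list alone; camera, adjusted p = 0.0186, and adjusted p = 0.126 with an estimated correlation), with C1qb at 261 ± 52.8 against 138 ± 30.9, a log2 difference of 0.92 (standard error 0.059, adjusted p = 1.04e-14, limma), and C1qc, Tyrobp and C1qa higher by 0.74, 0.41 and 0.34. Of the oligodendrocyte and myelin genes, 5 were higher in C57BL/6J (7 over the list alone; camera, adjusted p = 0.0183, and adjusted p = 0.647 with an estimated correlation), with Opalin higher by 0.53 (standard error 0.10, adjusted p = 1.82e-04, limma). Immediate early genes were lower in the hypothalamus in 9 of 12 cases (9 over the list alone; camera, adjusted p = 5.76e-04, and adjusted p = 0.217 with an estimated correlation), with Arc at 24.8 ± 9.29 (SD, n = 12) against 133 ± 182 (n = 49), and lower in the pag in 8 and higher in 1, Fos (10 and 1 over the list alone; camera, adjusted p = 0.00315, and adjusted p = 0.317 with an estimated correlation). In A/J, 2 of them, Nr4a1 and Btg2, were lower, with differences of -0.57 and -0.29 (2 over the list alone; camera, adjusted p = 0.0413, and adjusted p = 0.623 with an estimated correlation), and this was the camera call that fry did not make.

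Astrocyte genes were higher in each of the 4 brain regions than in the mean of the other regions, which include the pituitary gland, with 10 of 10 in the hypothalamus (camera, adjusted p = 9.52e-15) and the hippocampus (camera, adjusted p = 3.73e-08), 9 in the bnst and 9 in the pag, where 1 was lower (the same counts over each list alone; estimated correlation, adjusted p from 2.53e-05 to 9.64e-04); Gfap was at 1046 ± 374 (SD, n = 12) in the hypothalamus against 382 ± 303 (n = 49). The hypothalamic list was higher in the bnst in 11 genes and lower in 2 (11 and 2 over the list alone; camera, adjusted p = 2.72e-08, and adjusted p = 6.06e-04 with an estimated correlation). The 8 genes of endothelial cells and the 5 measured genes of red blood cells passed in 0 of the 11 comparisons by camera with either correlation, and in 0 at an unadjusted p under 0.05, while fry, which tests a list without setting it against the other genes, passed in 3 for the endothelial and in 4 for the red blood cell genes; the smallest unadjusted p of camera was 0.104 for the endothelial genes in the pag (adjusted p = 0.251) and 0.11 for the red blood cell genes in C3H/HeJ (adjusted p = 0.259).

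The share of strain-specific probe sets with a cis association, 88.7%, was weighed against 2 technical explanations. Exchanging positions argues against SNP patterns that match an expression difference anywhere in the genome as its whole source, since 0 of 100 exchanges reached the observed share, although the lowest exchange gave 78.9%. Sequence differences under the probes stay open: of 952 genes with a second probe set, 588 (61.8%, 95% Wilson interval 58.6 to 64.8) had the same direction there, between the bounds of 60% and 75% set before. Where the second probe set also passed the cis threshold, 229 of 312 (73.4%) had the same direction. Regulation by a nearby DNA variant also stays open and was not tested apart from these.

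The probe sets in which 1 strain stands apart were examined for the same difference under the probes, since the sequences on the array are taken to follow C57BL/6J and another strain would then read lower. Among all called probe sets the strain was the lower one in 49.8% for the 5 other strains together, and C57BL/6J was the higher one in 53.0%. These shares are balances that the scaling of the arrays sets. They were 48.5% and 48.4% with quantile normalization and 41.3% and 25.8% with each array scaled to 1 median. The spread of the share of lower calls between the 5 strains (SD) was 3.33 percentage points as deposited. It was 3.76 with quantile normalization and 15.3 with each array scaled to 1 median. The share of lower calls was under the bound of 55% set before with each scaling. It was under it by more than the spread as deposited and with quantile normalization, but not with each array scaled to 1 median. The answer thus rests on the scaling, and probe differences stay open for the called probe sets as a whole. Among those that differ by more than 2-fold, the strain was the lower one in 63.5% and C57BL/6J the higher one in 75.3%, which is what probe differences may give, a hypothesis found and tested on the same data. A difference in expression between the strains stays open for both.

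Regrouping the arrays at random, with 100 groupings including the real one, excluded chance for each count below, since in each case 1 grouping, the real one, reached it. By the regression the real counts were 3997 strain-specific and 27282 region-specific probe sets, and the highest of the other groupings 1061 and 9857. By limma, 17282 probe sets differed between strains (highest other 232) and 31593 between regions (35). The probe sets higher or lower in a region numbered 16997 in the bnst (44), 21294 in the hippocampus (179), 14956 in the hypothalamus (48), 19118 in the pag (57) and 29079 in the pituitary gland (144). Those of a strain numbered 8254 in 129S6/SvEvTac (3652), 6654 in A/J (50), 4631 in C3H/HeJ (35), 9697 in C57BL/6J (1504), 5953 in DBA/2J (375) and 4847 in FVB/NJ (83), and the average difference between 129S6/SvEvTac and A/J 7132 (4089).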
